# Inactivation of mouse transmembrane prolyl 4-hydroxylase increases blood brain barrier permeability and ischemia-induced cerebral neuroinflammation

**DOI:** 10.1016/j.jbc.2022.101721

**Published:** 2022-02-11

**Authors:** Nadiya Byts, Subodh Sharma, Tarja Malm, Mika Kaakinen, Paula Korhonen, Laura Jaakkonen, Meike Keuters, Mikko Huuskonen, Ilkka Pietilä, Jari Koistinaho, Peppi Koivunen, Johanna Myllyharju

**Keywords:** hypoxia-inducible factor, stroke, inflammation, mouse, gene expression, prolyl 4-hydroxylase, blood brain barrier, BBB, blood brain barrier, C1q, complement 1q, CCA, common carotid artery, EB, Evans blue, ECA, external carotid artery, EPO, erythropoietin, EPOR, EPO receptor, GFAP, glial fibrillary acidic protein, GSEA, Gene Set Enrichment Analysis, HIF, Hypoxia-inducible factor, Iba-1, ionized calcium-binding adapter molecule, JNK, c-Jun N-terminal, MAPK, mitogen-activated protein kinase, MCA, middle cerebral artery, MCAO, middle cerebral artery occlusion, MCP-1, monocyte chemoattractant protein 1, MRI, magnetic resonance imaging, P4H, prolyl 4-hydroxylase, P4H-TM, transmembrane prolyl 4-hydroxylase, PFA, paraformaldehyde, pMCAO, permanent middle cerebral artery occlusion, qRT-PCR, quantitative real-time PCR, TEM, transmission electron microscopy, VEGF, vascular endothelial growth factor, ZO-1, zonula occludens protein-1

## Abstract

Hypoxia-inducible factor prolyl 4-hydroxylases (HIF-P4Hs) regulate the hypoxic induction of >300 genes required for survival and adaptation under oxygen deprivation. Inhibition of HIF-P4H-2 has been shown to be protective in focal cerebral ischemia rodent models, while that of HIF-P4H-1 has no effects and inactivation of HIF-P4H-3 has adverse effects. A transmembrane prolyl 4-hydroxylase (P4H-TM) is highly expressed in the brain and contributes to the regulation of HIF, but the outcome of its inhibition on stroke is yet unknown. To study this, we subjected WT and *P4htm*^−/−^ mice to permanent middle cerebral artery occlusion (pMCAO). Lack of P4H-TM had no effect on lesion size following pMCAO, but increased inflammatory microgliosis and neutrophil infiltration was observed in the *P4htm*^−/−^ cortex. Furthermore, both the permeability of blood brain barrier and ultrastructure of cerebral tight junctions were compromised in *P4htm*^−/−^ mice. At the molecular level, P4H-TM deficiency led to increased expression of proinflammatory genes and robust activation of protein kinases in the cortex, while expression of tight junction proteins and the neuroprotective growth factors erythropoietin and vascular endothelial growth factor was reduced. Our data provide the first evidence that P4H-TM inactivation has no protective effect on infarct size and increases inflammatory microgliosis and neutrophil infiltration in the cortex at early stage after pMCAO. When considering HIF-P4H inhibitors as potential therapeutics in stroke, the current data support that isoenzyme-selective inhibitors that do not target P4H-TM or HIF-P4H-3 would be preferred.

Cerebral stroke is one of the leading causes of death and disability in the Western world (1, 2). Neurological defects caused by cerebral ischemia are complex (3). The earliest pathological hallmarks comprise the breakdown of transcellular ion gradients due to reduced oxygen and energy supply, cytotoxic edema, production of toxic free radicals, a progressive thrombus formation in the cerebral microvasculature, and a strong inflammatory response leading to increased expression of numerous proinflammatory mediators and immune cell infiltration (4, 5).

The decline of cellular oxygen level induces various neurotrophic mediators to defend and recover brain tissue from the ischemic injury. Within this neuroprotective response, potent cytokines, such as erythropoietin (EPO) and vascular endothelial growth factors (VEGFs), are strongly induced in the ischemic brain and promote neuronal survival through induction of antiapoptotic, antiinflammatory, and angiogenic pathways (6, 7, 8, 9, 10). The hypoxic induction of these factors is controlled by hypoxia-inducible transcription factors (HIFs), which are heterodimeric proteins composed of an α (HIF1α, HIF2α, and HIF3α) and a β subunit (11, 12). Hypoxia-inducible transcription factors induce the expression of >300 genes in hypoxia, facilitating survival, and adaptation upon oxygen deprivation (13, 14). Under normoxic conditions, the HIFα subunit is hydroxylated by a family of prolyl 4-hydroxylases (HIF-P4Hs 1–3, also known as PHDs 1–3 and EglNs 2, 1, and 3, respectively) and targeted for proteasomal degradation (11, 12, 14). Hypoxia-inducible factor prolyl 4-hydroxylases require molecular oxygen for their activity and under hypoxic/ischemic conditions, they are inhibited, and the unhydroxylated HIFα subunit is stabilized and dimerizes with HIFβ, which results in transcription of HIF target genes.

Chemical inhibition of HIF-P4Hs has been shown to have protective effects in rodent models of permanent or transient focal cerebral ischemia (15, 16, 17, 18, 19, 20, 21, 22, 23). Genetic heterozygous or neuron-specific inactivation of HIF-P4H-2 in mouse has been shown to lead to improved histological and functional outcome after permanent or transient focal cerebral ischemia involving enhanced neuroprotective effects and neovascularization and reduced apoptosis and blood brain barrier (BBB) disruption (19, 24, 25). In contrast, mice lacking HIF-P4H-1 did not show any significant differences relative to WT mice following transient focal ischemia, while mice lacking HIF-P4H-3 had impaired restoration of regional cerebral blood flow, but no difference in functional outcomes (19). An endoplasmic reticulum transmembrane prolyl 4-hydroxylase (P4H-TM, also known as PHD4), is a fourth P4H participating in the regulation of HIF stability, but it may also have other biological functions (26, 27, 28, 29, 30). We have shown that P4H-TM contributes to the regulation of renal EPO expression in mouse (29), and that P4H-TM is highly expressed in the retinal pigment epithelium and brain in mouse (31). In addition, normoxic HIF stabilization and induction of certain HIF target genes were observed in *P4htm*^−/−^ cortical neurons (31). *P4htm*^−/−^ mice are fertile and have a normal lifespan but develop renal dysfunction resulting in proteinuria upon aging (2-year-old mice) and impairment of retinal pigment epithelium functions leading to findings resembling age-related macular degeneration (from 10 months of age onwards) (31). Furthermore, the mutant mice show decreased fear and anxiety and increased social behavior (from 2.5 months of age onwards) (32). As HIF-P4Hs are currently regarded as potential therapeutic targets in ischemic conditions (33, 34, 35), we used *P4htm*^−/−^ mice to evaluate the role of this enzyme in the early response to cerebral ischemia.

## Results

### Cerebral ischemia in mice lacking P4H-TM

To study the effect of P4H-TM inactivation on acute outcome of cerebral ischemia, we subjected *P4htm*^−/−^ mice to permanent middle cerebral artery occlusion (pMCAO) for 24 h, after which the infarct volume and location were quantified by magnetic resonance imaging (MRI) analysis (Fig. 1, *A*–*D*). The *P4htm*^−/−^ mice exhibited no difference in the volumes of the ischemic brain lesions when compared to WT mice (Fig. 1, *A* and *B*). As variability in average lesion volumes between experiments is not uncommon (36, 37, 38) and was observed here also, the data of the middle cerebral artery occlusion (MCAO) experiments is shown separately.

**Figure 1:**
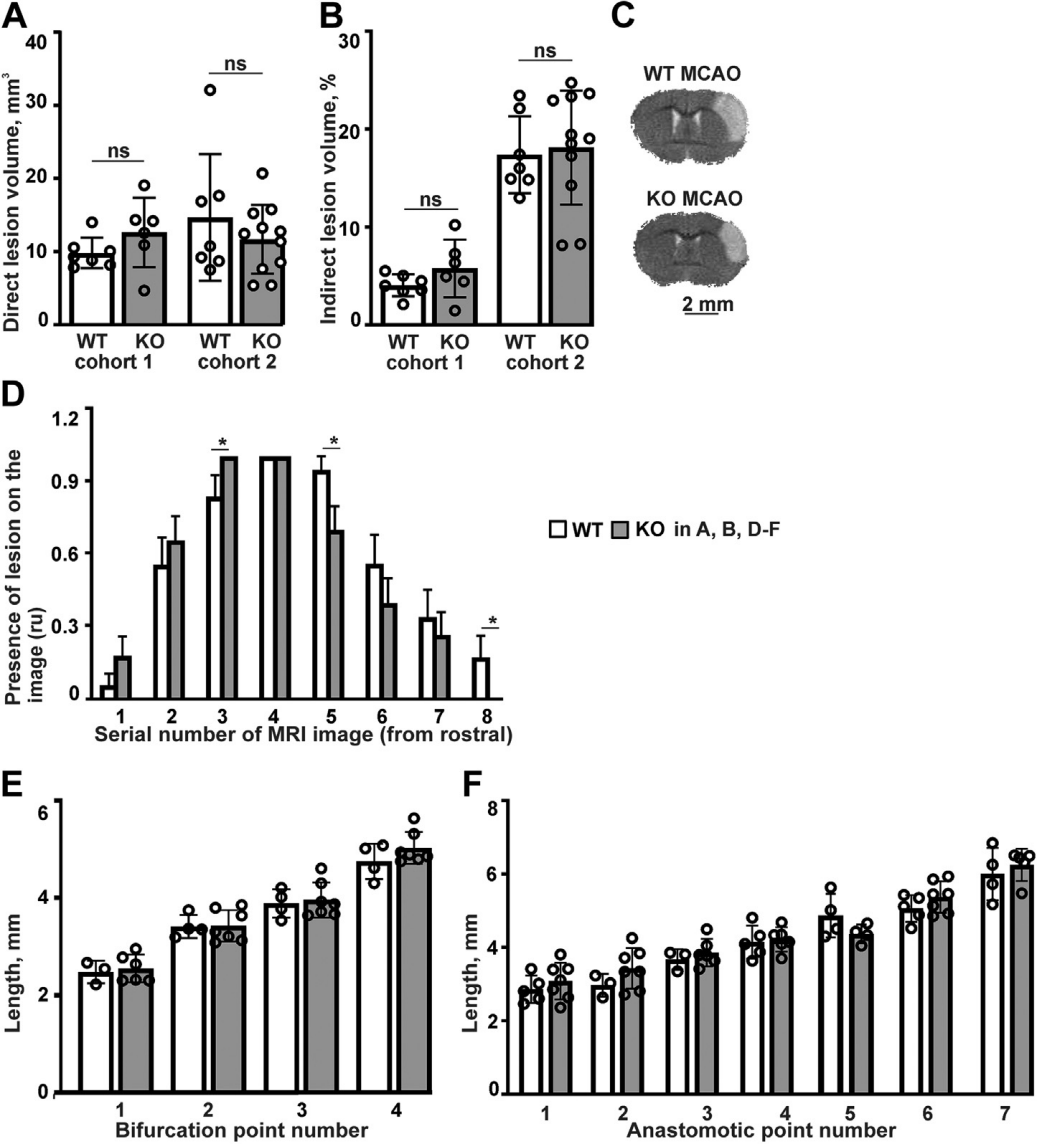
**Analysis of brain infarct size and location, and cerebral vasculature of *P4htm***^**−/−**^**(KO) and WT mouse.***A*–*D*, mice were subjected to permanent MCAO followed by MRI imaging 24 h after the onset of the injury with subsequent quantification of images using MATLAB software. Lesion volume is presented as direct (*A*) and indirect lesion volume (*B*) separately for mouse cohorts 1 and 2. *n* = 14 to 17 mice per genotype, 13 to 18 mice per cohort, ns - no significant difference *via* two-way ANOVA using genotype and cohort as two independent variables. *C*, representative MRI images where ischemic (pale cortical region) and nonischemic areas are visible. *D*, distribution of the lesions through serial MRI images was quantified. *n* = 19 to 23 mice per genotype from combined cohorts 1 and 2, ∗*p* < 0.05 *via* unpaired *t* test. The Y axis relative units (ru) correspond to the presence (1) or absence (0) of lesion. *E* and *F*, cerebral vascular architecture of unoperated mice. The mice were perfused with India ink dye, and the cortexes were analyzed with OPT. The distances from the caudal pole of the cortex to the main bifurcations points of the left MCA (*E*) and the distances from the caudal pole of the cortex to the anastomotic points between the ACA and MCA (*F*). *n* = 5 to 7 mice per genotype, nonsignificant (ns) between genotypes by Tukey HSD test with one-way ANOVA. *A*, *B*, *E*, and *F*, the data are shown as mean ± S.D. *D*, the data are shown as mean ± S.E.M. MCA, middle cerebral artery; MCAO, middle cerebral artery occlusion; OPT, optical projection tomography.

Besides the infarct volume, the infarct location can independently contribute to stroke outcome and the prognosis for recovery may vary depending on the affected vascular region and site of the ischemic brain injury (39). Our results showed that the infarct location was more rostral in the *P4htm*^−/−^ mice relative to WT (Fig. 1*D*). To study whether this observation is a stroke-related phenotype and not caused by a pre-existing difference in the vascular architecture, particularly in the anatomical location of the middle cerebral artery (MCA) bifurcation point, we performed optical projection tomography on untreated mice. The distances from the main bifurcation points of the left MCA (Fig. 1*E*) and from the anastomotic points between the anterior cerebral artery and the MCA (Fig. 1*F*) to the caudal tip of the cortex were quantified. No significant anatomical differences in the cerebral vasculature between the *P4htm*^−/−^ and WT mice were observed (Fig. 1, *E* and *F*). Therefore, the more rostral location of the brain lesion in the *P4htm*^−/−^ mice relative to WT is likely to be a specific effect of P4H-TM deficiency on the stroke outcome.

To analyze apoptosis, we performed TUNEL and cleaved caspase-3 staining. Following MCAO, apoptotic cells were seen in the injured ipsilateral hemisphere but essentially absent in the noninjured contralateral hemisphere in both genotypes (Fig. 2, *A* and *B*). No difference was observed in the number of apoptotic cells between the *P4htm*^−/−^ and WT ipsilateral hemispheres (Fig. 2, *A* and *B*). Furthermore, we performed immunohistochemical analysis of activation of the S6 ribosomal protein, a downstream target of the PI3K/Akt/mTOR signaling cascade (Fig. 2*C*). No difference was observed between the *P4htm*^−/−^ and WT neurons of the ischemic penumbra indicating that activation of the PI3K/Akt/mTOR signaling cascade that is broadly associated with neuronal survival (40) was not affected by the genotype (Fig. 2*C*). In line with these observations, our *in vitro* data showed that glutamate induced excitotoxicity to the same extent in primary cortical neurons isolated from *P4htm*^−/−^ and WT mice (Fig. 2*D*).

**Figure 2:**
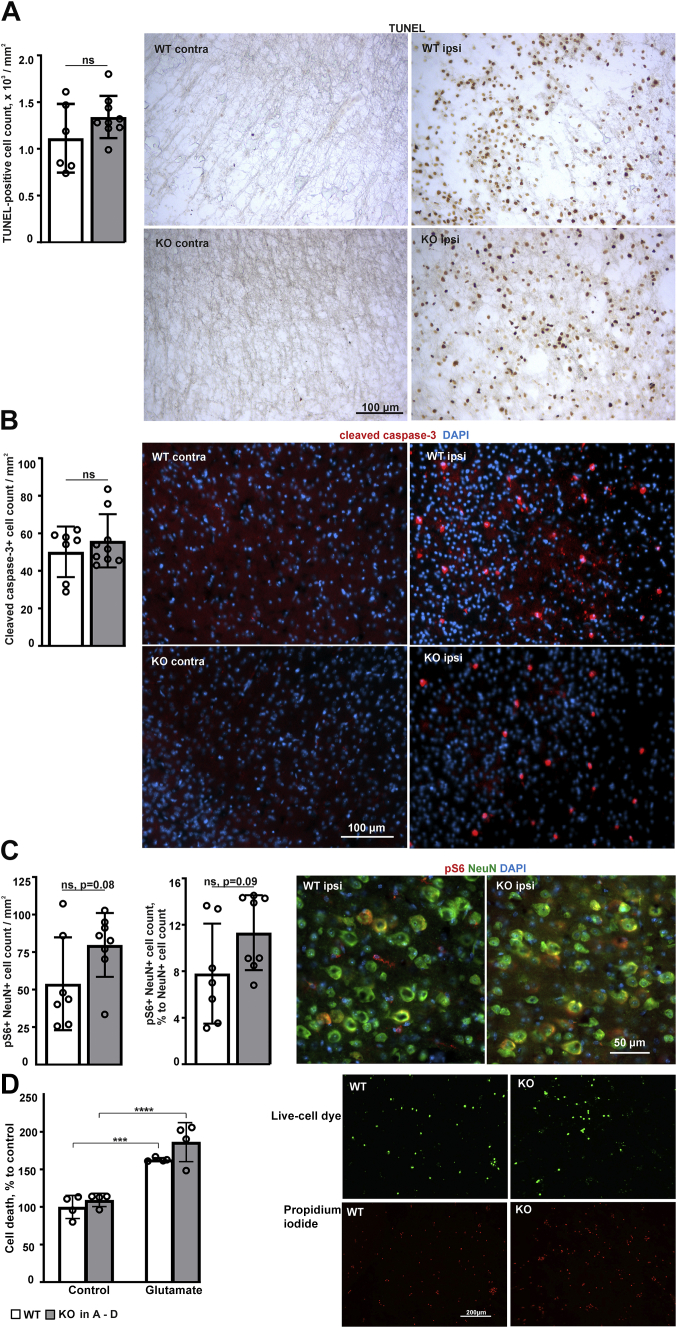
**Analysis of cell death in the brain parenchyma following MCAO and in glutamate-treated primary neurons of *P4htm***^**−/−**^**(KO) and WT mouse.***A*–*C*, cell death and associated pathways were analyzed in brain coronal cryosections 24 h after the onset of permanent MCAO. Quantification and detection of (*A*) apoptosis by TUNEL staining and (*B*) caspase-3 activation (*red*) by immunohistochemistry in the ischemic penumbra and (*C*) S6 kinase activation (*red*) in NeuN-positive neurons (*green*) in the peri-ischemic area. DAPI (*blue*) was used to stain the nuclei. *n* = 7 to 9 mice per genotype; ns – no significant difference by *t* test. *D*, primary neurons were isolated from unoperated mice and treated with 200 μM glutamate for 15 min. Cell death was analyzed after 24 h using a Live/death fluorescent kit. *n* = 4 independent cultures per genotype, 1200 to 1600 cells were analyzed per condition per culture, ∗∗∗*p* < 0.001 and ∗∗∗∗*p* < 0.0001 by Tukey HSD test after two-way ANOVA for multiple comparisons (interaction: F = 0.814, *p* = 0.3848; glutamate treatment: F = 77.9, *p* < 0.0001; genotype: F = 4.27, *p* = 0.0610). MCAO, middle cerebral artery occlusion.

### Transmembrane prolyl 4-hydroxylase inactivation leads to increased inflammatory microgliosis and neutrophil infiltration in the ischemic cortex

To analyze inflammation, immunohistochemical staining for inflammatory biomarkers was performed 24 h after the MCAO onset. Brain microgliosis was assessed by immunoreactivity for the ionized calcium-binding adapter molecule (Iba-1). As expected, ischemia induced the upregulation of Iba-1 in injured side compared to contralateral side (Fig. 3, *A* and *B*). Quantification of the staining revealed significantly higher ischemic penumbra Iba-1 immunoreactivity in *P4htm*^−/−^ mice relative to WT, while no difference between the genotypes was observed in the contralateral side (Fig. 3, *A* and *B*). Influx of neutrophils was assessed by staining with an antineutrophil antibody. The staining was virtually absent in the contralateral side, but ischemia induced neutrophil infiltration into the peri-ischemic area (Fig. 3, *C* and *D*). The number of neutrophils in the ischemic penumbra of *P4htm*^−/−^ mice was significantly higher than in WT (Fig. 3, *C* and *D*).

**Figure 3:**
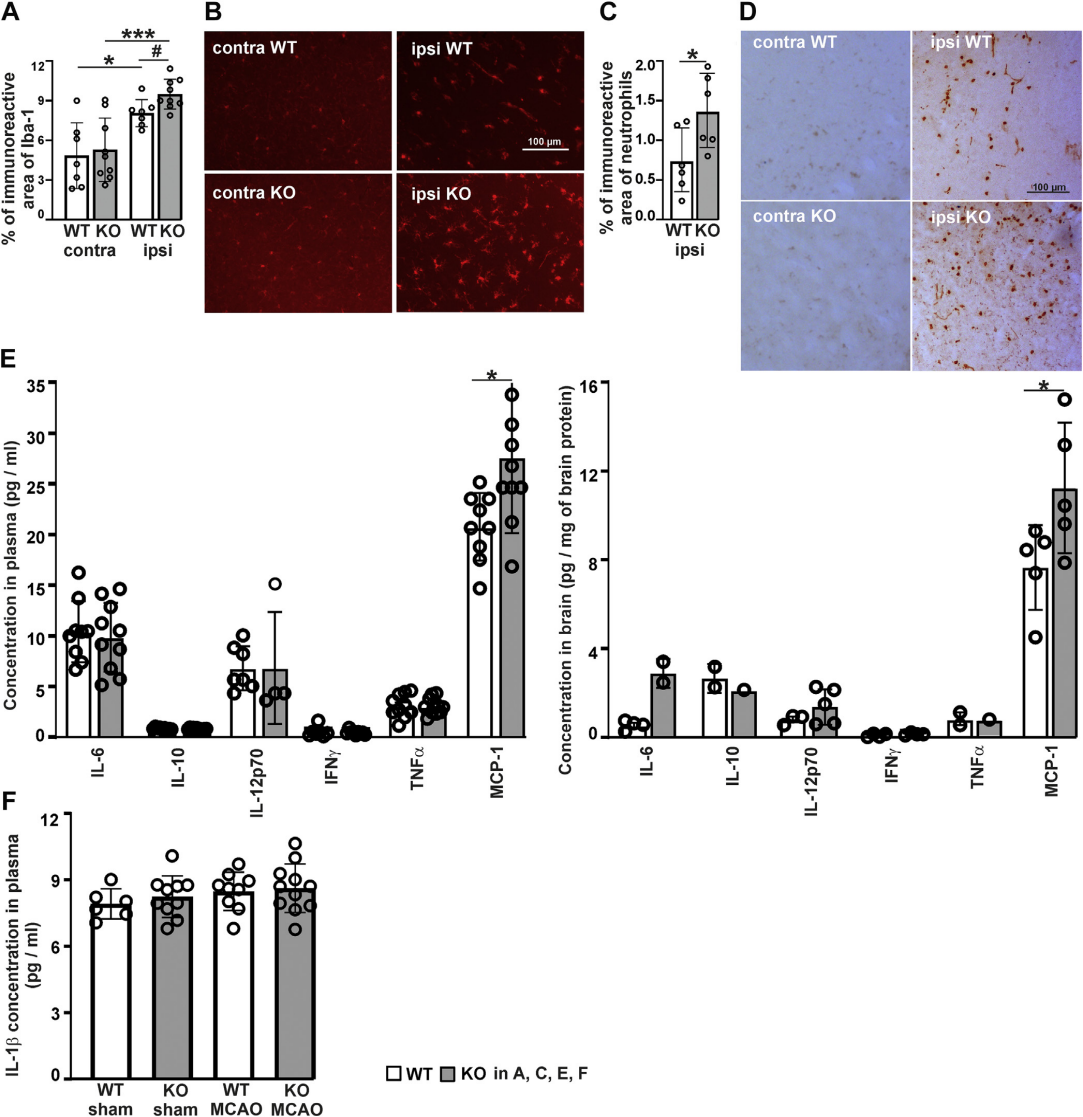
**Analysis of inflammation of the cortex and cytokines in the plasma and ipsilateral cortex of *P4htm***^**−/−**^**(KO) and WT mice 24 h after the onset of permanent MCAO.***A* and *C*, Iba-1 immunoreactivity (*A*) and neutrophil infiltration (*C*) were quantified in the ischemic penumbra and the symmetrical contralateral region. *n* = 7 to 9 mice per genotype; ∗*p* < 0.05 and ∗∗∗*p* < 0.001 by Tukey HSD test after two-way ANOVA for multiple comparisons (interaction: F = 0.530, *p* = 0.4725; MCAO surgery: F = 30.6, *p* < 0.0001; genotype: F = 1.97, *p* = 0.1712); ^#^*p* < 0.05 by unpaired *t* test (*A*). *n* = 6 to 9 mice per genotype, ∗*p* < 0.05 by unpaired *t* test (*C*). *B* and *D*, representative images of Iba-1 positive microglia (*B*) and neutrophil infiltration (*D*) in brain parenchyma. *E*, the cytokine profile was measured in the plasma (*left panel*, *n* = 9–10 mice per genotype) and in the protein lysates of ipsilateral cortex (*right panel*, *n* = 5 mice per genotype), ∗*p* < 0.05 by unpaired *t* test. *F*, IL-lβ concentration was determined 22.5 h after the onset of sham surgery or MCAO in the serum (*n* = 6–11 mice per group), ns by two-way ANOVA. IFN, interferon; IL, interleukin; MCAO, middle cerebral artery occlusion; MCP, monocyte chemoattractant protein; TNF, tumor necrosis factor.

We next analyzed the effect of P4H-TM inactivation on the concentration of certain inflammatory cytokines and chemokines in the blood plasma and ipsilateral brain tissue. Blood samples were drawn from the heart of the mice 24 h after the MCAO and the concentrations of interleukins IL-6, IL-10, IL-12p70, interferon γ, tumor necrosis factor α, and monocyte chemoattractant protein 1 (MCP-1) were measured. The plasma concentration of MCP-1 was significantly higher in the *P4htm*^−/−^ mice relative to WT (Fig. 3*E*, left panel). Likewise, the amount of MCP-1 was significantly higher in the *P4htm*^−/−^ ipsilateral brain tissue relative to WT (Fig. 3*E*, right panel). We also measured the concentration of IL-1β 22 to 24 h after the onset of MCAO or sham surgery in both blood and the ipsilateral brain tissue. No differences in IL-1β plasma levels were observed between the study groups (Fig. 3*F*), while it was under the detection limit in the brain tissue (data not shown). Taken together, the increased microglial activation, neutrophil infiltration, and MCP-1 amount are the signs of higher acute neuroinflammation upon MCAO injury in *P4htm*^−/−^ mice relative to WT.

### Transmembrane prolyl 4-hydroxylase inactivation leads to increased HIF1α accumulation following MCAO

To study the molecular mechanisms downstream of P4H-TM deletion underlying the observed effects, we first analyzed HIF1α and HIF2α levels in the brain tissue following MCAO. Immunohistochemical analysis revealed HIF1α and HIF2α immunoreactivity in both ipsilateral and contralateral hemispheres 24 h after the onset of MCAO in both genotypes, but the staining was significantly more prominent in the ischemic penumbra than in the symmetrical region of the contralateral hemisphere in both genotypes (Fig. 4, *A*–*D*). Significantly higher HIF1α immunoreactivity was observed in the *P4htm*^−/−^ mice when compared to WT both in the ischemic penumbra and the contralateral symmetrical area (Fig. 4, *A* and *B*). No significant differences between the genotypes were observed in the HIF2α immunoreactivity (Fig. 4, *C* and *D*).

**Figure 4:**
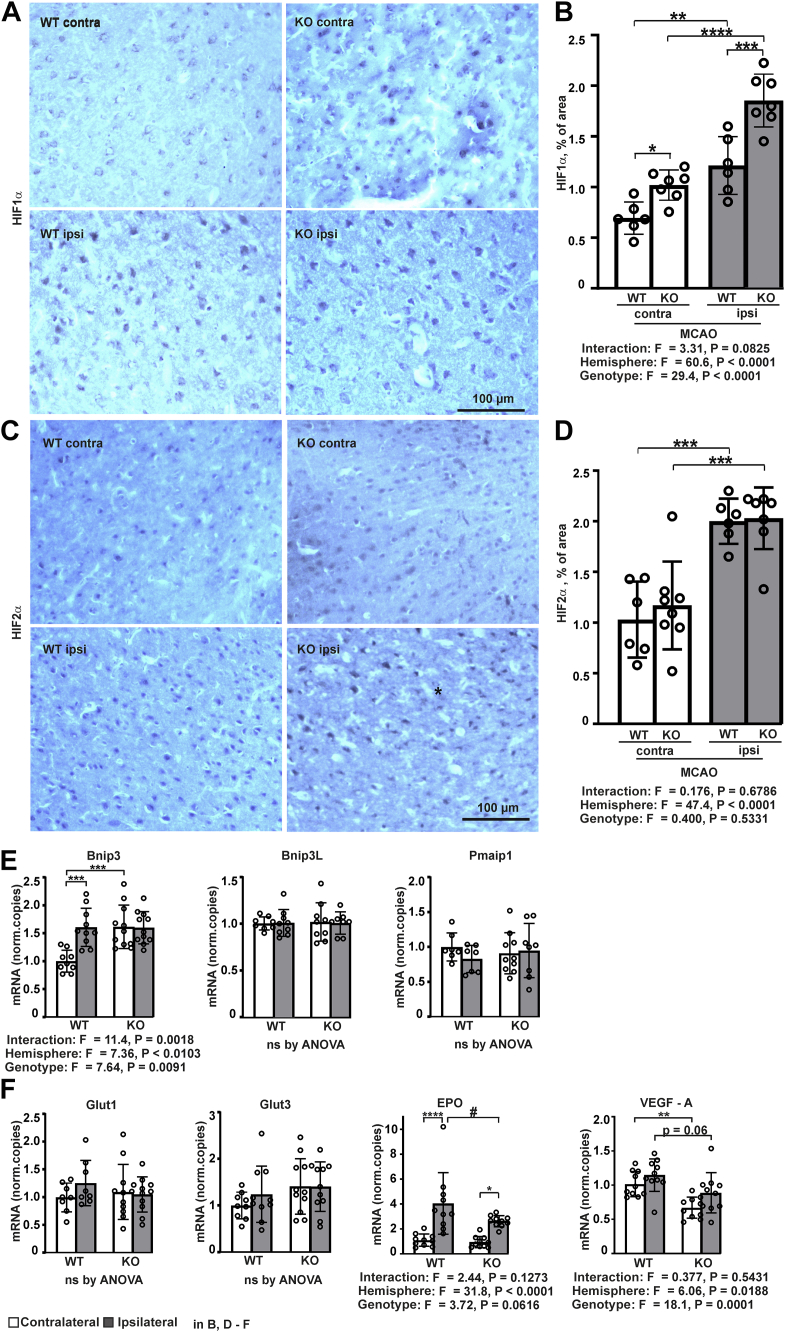
**Analysis of HIF stabilization and HIF target gene expression in *P4htm***^**−/−**^**(KO) and WT mice.** The mice were sacrificed 24 h after the onset of permanent MCAO, and cortical brain samples were collected for cryosectioning (*A*–*D*) or mRNA extraction (*E* and *F*). Immunohistochemistry of (*A*) HIF1α and (*C*) HIF2α stabilization was quantified (*B* and *D*) in the peri-ischemic area of injured ipsilateral cortex and in the symmetrical area of the noninjured contralateral cortex. *n* = 6 to 8 mice per genotype; ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001 by Holm–Šídák test (*B*) and ∗∗∗*p* < 0.001 by Tukey HSD test (*D*) after two-way ANOVA for multiple comparisons. *E* and *F*, mRNA levels of HIF target genes were analyzed by qRT-PCR, *n* = 9 to 10 mice per genotype. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001 by Tukey HSD test and ^#^*p* < 0.05 by Holm–Šídák test after two-way ANOVA for multiple comparisons. EPO, erythropoietin; HIF, Hypoxia-inducible factor; MCAO, middle cerebral artery occlusion; qRT-PCR, quantitative real-time PCR; VEGF, vascular endothelial growth factor.

### Transmembrane prolyl 4-hydroxylase inactivation leads to reduced expression of neuroprotective growth factors in the injured cortex

Hypoxia-inducible factors mediate adaptive responses to ischemia, among others, by induction of antisurvival and prosurvival genes (41). We next analyzed the expression of the HIF-regulated antisurvival genes for BCL2/adenovirus E1B 19 kDa protein-interacting protein 3 (*Bnip3*), BNIP3-like (*Bnip3L*) and phorbol-12-myristate-13-acetate-induced protein 1 (*Pmaip1*), and prosurvival genes for glucose transporter 1 and 3 (*Glut1* and *Glut3*), which increase glucose transport, and for VEGF-A and EPO, which contribute to long-term regeneration *via* induction of angiogenesis, neurogenesis in addition to direct neuroprotective effects (6, 7, 8, 9, 10, 41, 42, 43, 44). Quantitative real-time PCR (qRT-PCR) analysis of the contralateral and ipsilateral sides of the cortex 24 h after the onset of MCAO showed that *P4htm*^−/−^ mice had a higher *Bnip3* mRNA expression level in the contralateral side than the WT mice and that the *Bnip3* mRNA expression was upregulated in the injured hemisphere in the WT but not *P4htm*^−/−^ mice, which resulted in similar *Bnip3* mRNA levels in the ipsilateral sides of both *P4htm*^−/−^ and WT mice (Fig. 4*E*). Ischemia upregulated the mRNA expression of EPO in the injured hemisphere in both genotypes but to a significantly lower extent in the *P4htm*^−/−^ mice than in the WT (Fig. 4*F*). Furthermore, the mRNA expression of VEGF-A was lower in the *P4htm*^−/−^ mice than in the WT both in the ischemic and in the nonischemic hemisphere (Fig. 4*F*). No statistically significant differences were observed in the expression levels of the other genes analyzed (Fig. 4, *E* and *F*). Expression level of the EPO receptor (EPOR) before the stroke onset has also been associated with improved stroke outcome (45). We therefore measured the mRNA expression level of EPOR in the cortexes of untreated *P4htm*^−/−^ and WT mice by qRT-PCR and detected upregulation of the EPOR mRNA expression in *P4htm*^−/−^ relative to WT cortexes (*P4htm*^−/−^: 1.216 ± 0.174, WT: 1.038 ± 0.066, *p* = 0.014 by unpaired parametric *t* test, n = 9–10 mice per genotype). No significant difference in the mRNA expression of EPOR between the genotypes was observed 24 h after the onset of MCAO (data not shown). Taken together, despite higher HIF1α immunoreactivity in the injured hemisphere of *P4htm*^−/−^ mice relative to WT, no difference was observed between the genotypes in *Bnip3* mRNA expression level, and the effect on the mRNA levels for EPO and VEGF was in fact opposite to HIF1α level (Fig. 4, *A*–*F*). Therefore, in line with previous studies (27, 28, 29, 30, 31, 32), it is highly unlikely that the mechanistic effects of P4H-TM are solely mediated by effects on HIF. Notably however, the observed reduced mRNA expression of the neuroprotective growth factors EPO and VEGF-A in *P4htm*^−/−^ mice under ischemic stroke may add to the increased MCAO-induced neuroinflammation in these mice relative to WT.

### Transmembrane prolyl 4-hydroxylase inactivation leads to changes in the expression of genes involved in the inflammatory response in the cortex

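The array data cover cortex 24 h after permanent MCAO in WT and *P4htm*-/- mice, with the RNA of 4 mice pooled for each of 4 conditions and hybridized to 1 Affymetrix mouse expression array per condition. The conditions were WT contralateral, WT ipsilateral, *P4htm*-/- contralateral and *P4htm*-/- ipsilateral cortex. *P4htm*, the targeted gene, read 10.03 and 10.02 on the log2 scale on the WT contralateral and ipsilateral arrays, and 8.27 and 8.23 on the *P4htm*-/- arrays. It was lower by a log2 difference of -1.76 on the contralateral side and of -1.79 on the ipsilateral side, and the other probe set of the gene gave -1.71 and -1.58. Whether these probe sets lie within the deleted part of the gene was not determined. The deposited table holds 1 value for each of 45101 probe sets per array, which the authors obtained with RMA, a method that corrects background, brings the arrays to a common distribution and summarizes the probes of a set on a log scale. The base of the logarithm is taken as 2 from the range of the values. The array medians were 5.53 and 5.54 for the WT contralateral and ipsilateral arrays and 5.55 for both *P4htm*-/- arrays, and 58.9% to 59.5% of the probe sets lay above background. Background was set at 4.80, the 95th percentile of 80 probe sets for olfactory, vomeronasal and bitter taste receptors. Each gene was represented by its probe set with the highest mean among those that name 1 gene. A gene counted as higher or lower when it was detected in at least 1 of the compared conditions and its measured values differed by at least 1.5-fold. Where a value of a named gene did not exceed background, it was set to background, and the difference is given as a bound. Gene lists were described by the median log2 difference of their members and by its percentile among 10000 random lists of the same size matched on mean expression, with limits at the 2.5th and 97.5th percentiles. With 1 array per condition no difference has a replicate check, no p-value was computed, and the number of arrays limits the precision. The receptor probe sets differed between conditions with an SD of 0.14 to 0.21 on the log2 scale, and probe sets of the same gene with an SD of 0.12 to 0.19, which reflects technical scatter but not the variation between mice.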

We next performed a microarray analysis to investigate gene expression in the injured ipsilateral and corresponding contralateral whole cortexes of *P4htm*^−/−^ and WT mice 24 h after the onset of MCAO. 

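The ipsilateral cortex of both genotypes had higher values for genes of glial activation and inflammation than the contralateral cortex. Of 13291 detected genes in WT cortex, 320 were higher and 59 were lower on the ipsilateral side. In *P4htm*-/- cortex these counts were 203 and 22 of 13264 genes. With the mean of probe sets they were 240 and 35 in WT and 157 and 11 in *P4htm*-/- cortex. Among the 13141 genes that entered both comparisons, 302 were higher in WT and 198 in *P4htm*-/- cortex. Of these, 157 were in common, against 4.55 for independent lists. The 2 comparisons share no array, although both sides come from the same mice. *Ccl12*, a monocyte-attracting chemokine, was higher by 4.51 on the log2 scale in WT and by 3.76 in *P4htm*-/- cortex. *Timp1*, an inhibitor of matrix metalloproteinases, was higher by at least 3.49 in WT and by 2.72 in *P4htm*-/- cortex. *Ptx3*, a pentraxin of innate immunity, was higher by at least 2.70 and at least 2.80, and *Lgals3*, a galectin of activated phagocytes, by 3.02 and at least 2.85. The median of 22 reactive astrocyte markers was higher by 1.60 in WT and by 1.43 in *P4htm*-/- cortex, and that of 33 interferon response genes by 0.49 and 0.54. Markers of other tissue were also higher, with medians of 0.495 in WT and 0.295 in *P4htm*-/- cortex for choroid plexus and ependyma, 0.335 and 0.165 for blood cells, and 0.23 and 0.10 for meninges and fibroblasts. *Ttr*, a choroid plexus gene, had the highest difference of all genes, at 5.35 and 4.59. Each condition was then set against the mean of the other 3 for 878 Reactome gene sets of 10 to 500 measured genes. The number of sets whose median lay above the 99th percentile of random lists was 149 for WT ipsilateral, 108 for *P4htm*-/- ipsilateral, 21 for WT contralateral and 20 for *P4htm*-/- contralateral cortex, where 8.8 are reached by chance and overlapping sets are not independent. Only 7 sets were above this limit in both ipsilateral conditions, each of which is part of the mean that the other was set against. These random lists were matched on expression only, and gene length went with the differences, since in WT ipsilateral minus contralateral cortex the fifth of the detected genes with the shortest span had a median of 0.07 and the fifth with the longest span one of -0.10. Matched on gene length as well, an alternative chosen after seeing the data, the counts were 139, 90, 10 and 13 in the same order. The following sets were chosen after their values were seen. In *P4htm*-/- ipsilateral cortex they included Syndecan interactions, with a median of 0.17, and Activation of Matrix Metalloproteinases, with a median of 0.14. In WT ipsilateral cortex they included many sets of translation, the proteasome and mitochondria, such as Peptide chain elongation at 0.20 and Mitochondrial translation at 0.17, and Antigen processing-Cross presentation at 0.25, while MyD88 cascade initiated on plasma membrane lay at the 14.6th percentile there and at the 99.8th in *P4htm*-/- ipsilateral cortex. Other inflammatory sets did not follow that order. Chemokine receptors bind chemokines lay at the 100.0th percentile in WT and the 97.6th in *P4htm*-/- ipsilateral cortex, and Complement cascade at 100.0 and 68.0. Interferon gamma signaling was high in both, at 99.8 and 100.0, as was Extracellular matrix organization, at 100.0 and 100.0. The median of Circadian Clock was 0.10 in *P4htm*-/- contralateral cortex.

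**Figure D1:**
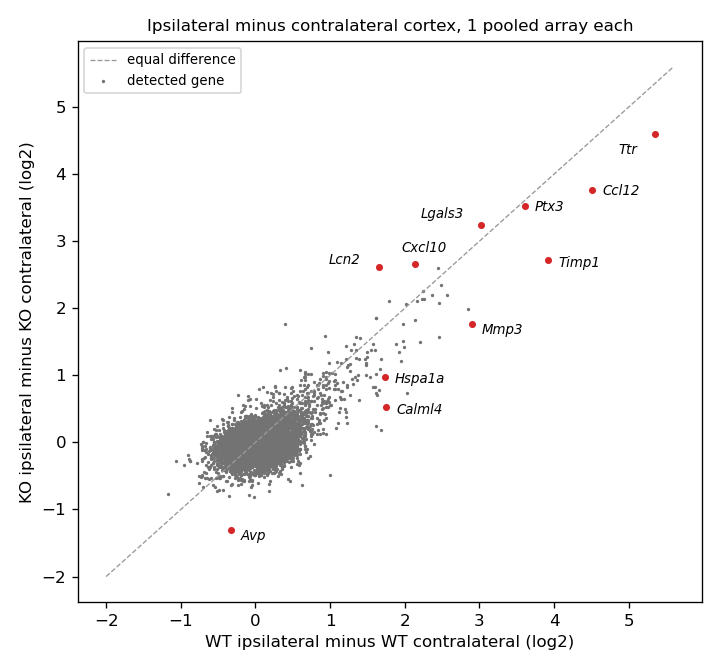
Log2 difference between the ipsilateral and contralateral cortex for each detected gene in WT (horizontal axis) and *P4htm*-/- cortex (vertical axis), from 1 pooled array per condition. The dashed line marks equal differences, and named genes are drawn in red. Measured differences are drawn, also where the contralateral value lies below background, as for *Timp1* in WT cortex, whose difference is there at least 3.49, against 2.72 in *P4htm*-/- cortex.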

Comparison of the expression data between the four groups by Gene Set Enrichment Analysis (GSEA) revealed that from 169 gene sets analyzed, one set was significantly (*p* < 0.01) enriched in the *P4htm*^−/−^ noninjured cortex, 11 sets were enriched in WT noninjured cortex (*p* < 0.01), 25 sets were enriched in *P4htm*^−/−^ injured cortex (*p* < 0.01), and 18 sets were enriched in WT injured cortex (*p* < 0.01). From the identified sets of genes, the most prominently upregulated ones in the *P4htm*^−/−^ injured cortex *versus* the three other groups were the cytokine–cytokine receptor interaction (*p* < 0.001) (Fig. 5*A*) and mitogen-activated protein kinase (MAPK) signaling pathway (*p* = 0.002) (Fig. 5*B*) gene sets.

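Chemokine and cytokine receptor genes had higher values in *P4htm*-/- ipsilateral cortex than the mean of the other 3 conditions. Of 235 measured genes of a list of cytokines and their receptors, 158 were above and 76 below that mean, and the list median of 0.07 lay at the 100.0th percentile of random lists. Of its 137 detected genes 9 were higher and 0 were lower. *Ccl12* was higher by 2.31, *Cxcl10*, an interferon-induced chemokine, by at least 1.17, *Osmr*, the oncostatin M receptor, by 1.41, and *Il11* by at least 1.01. The same calculation for WT ipsilateral cortex gave a list median of 0.08, also at the 100.0th percentile, with 16 genes higher. The leading edge genes shown in Fig. 5*A* were chosen in the study on these same arrays and are not independent evidence of a direction. Of the 22 that could be read and measured, 16 were detected. Of all 22, 15 had their highest value in *P4htm*-/- ipsilateral cortex, some of them, such as *Ppbp* and *Cxcl2*, not detected on any array. Set against WT ipsilateral cortex alone, the median of the 22, undetected genes included, was 0.12 higher and 0 of them were 1.5-fold higher. *Cxcl10* read 6.48 in *P4htm*-/- ipsilateral and 6.33 in WT ipsilateral cortex, and 3.82 and 4.20 on the respective contralateral sides. *Ccl3* read 6.24 in *P4htm*-/- ipsilateral and 6.70 in WT ipsilateral cortex. Genes of MAPK signaling had a list median of 0.03 in *P4htm*-/- ipsilateral cortex against the other 3 conditions, at the 100.0th percentile, with 133 of 230 genes above their mean. The 4 of 200 detected genes that were 1.5-fold higher were *Hspa1a* by 1.38 and *Hspa1b* by 1.35, which encode inducible HSP70 chaperones, *Cd14*, a coreceptor for bacterial lipopolysaccharide, by 1.24, and *Hspb1*, a small heat shock protein, by 0.62. *Fos* was at 0.47. Of the 24 genes in the MAPK heat map of Fig. 5, also chosen on these arrays, 20 had their highest value in *P4htm*-/- ipsilateral cortex and 1 was tied between both ipsilateral cortices. Of the detected genes 2 were 1.5-fold higher than in WT ipsilateral cortex, and the median difference over all 24 was 0.19. For WT ipsilateral cortex the MAPK list median was -0.04, at the 0.8th percentile. The deposited values are rounded to 0.01, so list medians of this size rest on a few rounding steps. With the nearest Reactome sets in place of the MAPK list the percentile was 96.7, below the upper limit.

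**Figure D2:**
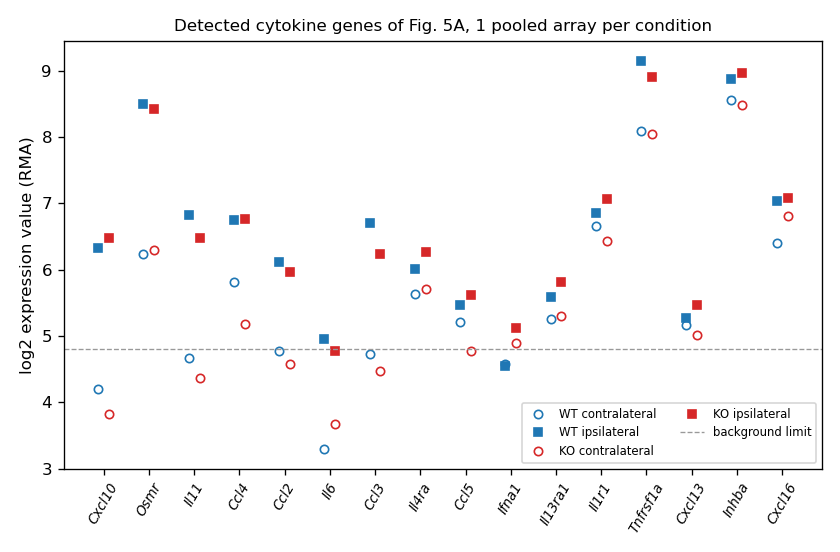
Log2 expression values of the detected cytokine genes of Fig. 5*A*. WT is drawn in blue and *P4htm*-/- (KO) in red, with open circles for contralateral and filled squares for ipsilateral cortex, and each symbol is 1 pooled array. The dashed line is the background limit of 4.80. *Ccl3* and *Il11* sit higher in WT than in *P4htm*-/- ipsilateral cortex.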

**Figure 5:**
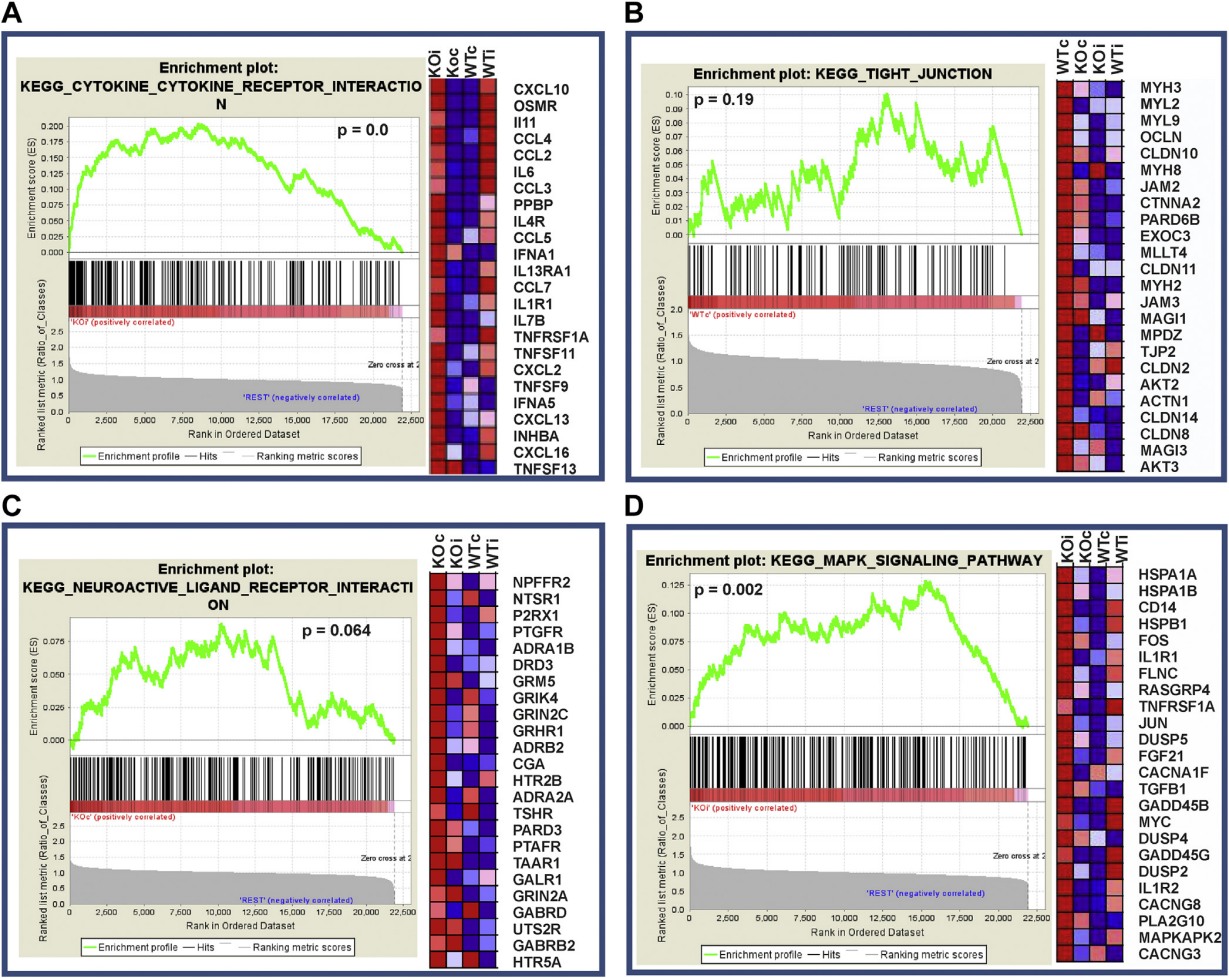
**Microarray analysis of gene expression in injured and noninjured cortexes of *P4htm***^**−/−**^**(KO) and WT mice.***A*–*D*, Gene Set Enrichment Analysis (GSEA) for the cytokine–cytokine receptor interaction (*A*), MAPK signaling (*B*), neuroactive-ligand–receptor interaction (*C*), and tight junction (*D*) pathways. Mice were sacrificed 24 h after the onset of permanent MCAO, and injured ipsilateral and noninjured contralateral cortexes were collected for microarray analysis. Gene expression was compared across studied groups, WT contralateral (WTc), WT ipsilateral (WTi), KO contralateral (KOc), and KO ipsilateral (KOi). Enrichment scores with a ranked list metrics and a heat map of 24 leading edge genes (*right*) are shown for each biological pathway from comparison across all four studied groups. *Red color* represents upregulated and *blue* color downregulated genes. Four individual mice per genotype were used in the experiment. MAPK, mitogen-activated protein kinase; MCAO, middle cerebral artery occlusion.

To further reveal differences associated with the genotype, we performed comparisons between the *P4htm*^−/−^ and WT mice in noninjured and injured site, respectively. 

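In the contralateral cortex the genes with the largest positive differences between *P4htm*-/- and WT mice were those of the inducible HSP70 chaperones. Of 13175 detected genes 30 were higher and 21 were lower in *P4htm*-/- contralateral cortex. These counts were 16 and 16 with the mean of probe sets, 24 and 24 after cyclic loess and 53 and 29 without a detection filter. *Hspa1b* was higher by 1.79 and *Hspa1a* by 1.47 on the log2 scale. *Avp*, which encodes vasopressin, was higher by 1.42, *S100a9*, a calcium-binding protein of neutrophils, by at least 0.59, and *Gal*, which encodes galanin, by 0.80. *Hbb-b2*, a hemoglobin gene, was higher by 0.98, while the list of blood cell markers had a median of 0.04, at the 62.0th percentile. Apart from *P4htm*, the lowest with both values above background was *Spink8* at -1.08. *Ndst3*, a heparan sulfate sulfotransferase, was at -0.53 or below, since its *P4htm*-/- value was not above background, so its rank is not known. *Pmch*, which encodes the precursor of melanin-concentrating hormone, was lower at -0.75. The list of cytokines and their receptors had a median of 0.00, at the 13.7th percentile of random lists, with 112 genes above and 117 below 0. Its only detected genes past 1.5-fold were *Clcf1*, higher by at least 0.52, and *Ccl4* at -0.64. The list of neuroactive ligand receptors also had a median of 0.00, at the 18.7th percentile. Of its members *Gabrg3*, a GABA-A receptor subunit, was higher by 0.70, while *Grm5*, a metabotropic glutamate receptor, at 0.56, did not reach 1.5-fold. A second probe set of *Grm5* with a similar level gave -0.01. *Grin2a*, an NMDA receptor subunit, was not above background on either contralateral array. Of the 22 measured genes of Fig. 5*C*, which the study chose on these arrays, 20 were above WT contralateral cortex, with a median difference of 0.23, and 12 of the 22 were detected. The tight junction list had a median of -0.04, at the 0.9th percentile, with 76 genes below and 45 above 0. *Myl2*, a myosin light chain, was the only member past 1.5-fold, at -0.32 or below since its *P4htm*-/- value was not above background. *Myh3*, a myosin heavy chain, was at -0.40, and *Cldn2* and *Crb3*, a polarity protein, were both at -0.38, where a second probe set of *Cldn2* gave -0.08. Markers of other cell types differed in the same comparison. The median of 16 oligodendrocyte markers was lower, with 15 below 0, and that of 21 microglia markers was -0.11, while the median of 19 neutrophil markers was 0.15. Of these 19 only 8 were detected, with *S100a9* past 1.5-fold higher and *Lcn2*, a lipocalin, past 1.5-fold lower, at -0.09 or below since its *P4htm*-/- value was not above background. The tight junction percentile was 27.6 when all probe sets of a gene were averaged and 5.8 with the nearest Reactome sets. With detected members alone the percentile was 1.2 for the cytokine and 1.8 for the neuroactive list.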

The gene expression profiles in the noninjured site showed that the most prominently upregulated gene sets in the *P4htm*^−/−^ cortex relative to WT were the cytokine–cytokine receptor interaction (*p* = 0.012) (Fig. 5*A*) and neuroactive ligand receptor interaction (*p* = 0.037) (Fig. 5*C*) gene sets, while the tight junction gene set was among the top downregulated ones (*p* = 0.002) (Fig. 5*D*). In the injured cortex, among the most prominently upregulated gene sets in the *P4htm*^−/−^ injured cortex relative to WT injured cortex were neuroactive ligand receptor interaction (*p* = 0.003) (Fig. 5*C*) and MAPK signaling pathway gene sets (*p* = 0.002) (Fig. 5*B*).

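In the injured cortex the transcripts that were lower in *P4htm*-/- than in WT mice outnumbered those that were higher. Of 13328 detected genes 12 were higher and 77 were lower in *P4htm*-/- ipsilateral cortex, and without a detection filter 24 and 97. *Egr2*, an immediate early transcription factor, was higher by 0.79, *Hspa1b* by 0.86 and *Hspa1a* by 0.72. *Calml4* was lower at -1.67, *Ecrg4* at -1.16 and *S100a4* at -0.98. *Calml4* belongs to the list of choroid plexus and ependymal markers, whose median was -0.15, at the 1.4th percentile, with 13 of 16 genes below 0. The list of neuroactive ligand receptors had a median of 0.025, at the 98.6th percentile of random lists, with 124 of 222 genes above and 93 below 0. *Grin2b*, an NMDA receptor subunit, was at 0.50, and *Oprm1*, the mu opioid receptor, was at 0.24 or above. No detected gene of this list was 1.5-fold higher, and *P2rx5*, a purinergic receptor, was lower, at -0.53 or below. The MAPK signaling list had a median of 0.04, at the 99.7th percentile, with 133 genes above and 88 below 0. Both HSP70 genes were its only detected members 1.5-fold higher, and *Mapkapk3*, a kinase that p38 activates, named after its value was seen, was lower at -0.59 and lies among the 200 genes on either side of *P4htm* on chromosome 9. *Dusp4*, a MAPK phosphatase, was at 0.49 and *Nr4a1*, an immediate early gene, at 0.48. Markers of neurons differed the same way, with a median of 0.13 and 22 of 25 genes above 0, as did 14 striatal markers with a median of 0.19. The median of 32 oxidative phosphorylation genes was lower, with 24 of them below 0. Short and long genes differed as well, since the fifth of the detected genes with the shortest span had a median of -0.08 and the fifth with the longest span one of 0.07. Among random lists matched on gene length as well as expression, an alternative chosen after seeing the data, the percentile was 96.2 for the MAPK and 93.4 for the neuroactive list, below the upper limit. With the nearest Reactome sets the MAPK percentile was 94.7, and with an enrichment score on log2 ratios the neuroactive percentile was 97.5.

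**Figure D3:**
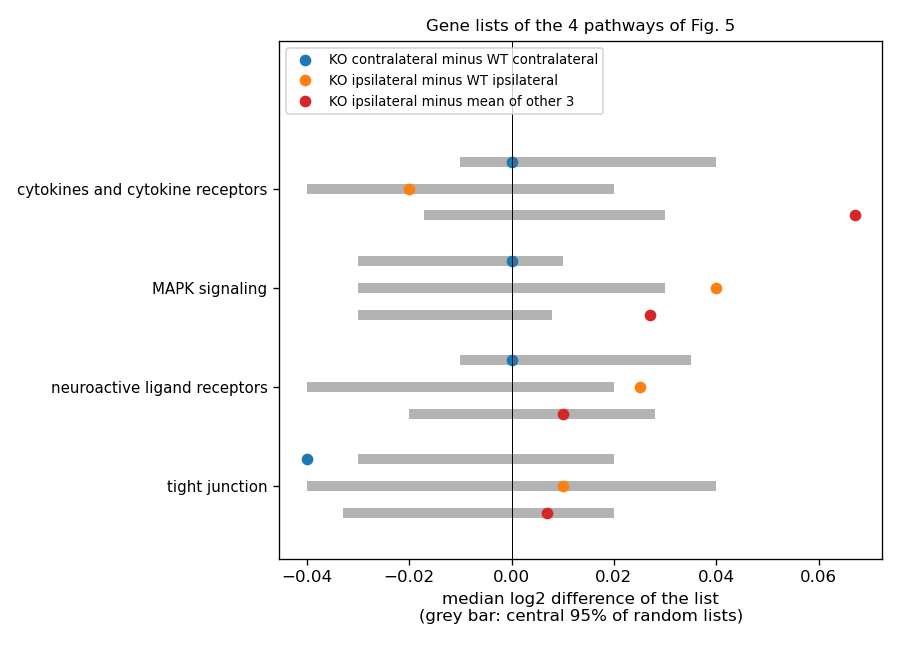
Median log2 difference of the 4 gene lists (horizontal axis) in 3 comparisons, each drawn as a point, with a grey bar for the central 95% of random lists matched on expression. In *P4htm*-/- (KO) minus WT ipsilateral cortex the points for MAPK signaling at 0.04 and neuroactive ligand receptors at 0.025 lie to the right of their bars.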

The gene expression data suggests that the observed potentiated inflammatory response to MCAO upon P4H-TM inactivation may be caused by higher activation of inflammatory signaling, such as MAPK signaling and downregulation of tight junction proteins.

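As a group, cytokine genes did not stand apart between the ipsilateral cortices of both genotypes, and those past 1.5-fold were lower in *P4htm*-/- mice. The list of cytokines and their receptors had a median of -0.02 in *P4htm*-/- minus WT ipsilateral cortex, at the 29.5th percentile of random lists. Of its 134 detected genes 0 were higher and 6 were lower. *Lif*, a cytokine of the interleukin-6 family, was at -1.06, *Ccl9* at -0.76, *Ccl8* at -0.67, *Ccl12* at -0.67, *Tnfrsf12a* at -0.66 and *Ccl6* at -0.63. The last 2 of these were named after their values were seen. Of 157 genes higher on the ipsilateral side in both genotypes, 103 had a smaller and 52 a larger difference in *P4htm*-/- cortex. The 6 lower values therefore cannot be told apart from a smaller share of injured tissue in the *P4htm*-/- pool. The markers of neutrophils had a median of 0.13, at the 99.4th percentile, with 12 of 19 detected. Their contralateral median was similar, 0.15 at the 97.9th percentile, so the shift was not confined to the injured side. In ipsilateral cortex only *Ngp* was past 1.5-fold, not above background in WT and at least 0.10 higher in *P4htm*-/- mice. Microglia markers had a median of -0.08, at the 8.3rd percentile, with 17 of 21 genes below 0. Reactive astrocyte markers had a median at the 5.4th percentile and interferon response genes one of 0.05. Of 29 immediate early genes, several of which respond to MAPK signaling, 23 were above 0, with a median of 0.19. The tight junction list had a median of 0.01 on this side, at percentile 68.2. From the gene sets enriched in each comparison of Fig. 5, the paper proposes that higher activation of inflammatory signaling, such as MAPK signaling, and lower expression of tight junction proteins may underlie the stronger inflammatory response to MCAO without P4H-TM.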

### Transmembrane prolyl 4-hydroxylase inactivation leads to robust activation of protein kinases in the cortex

Administration of pharmacological inhibitors of different MAPKs has been shown to provide brain protection against MCAO-induced ischemia (46, 47, 48), suggesting that activation of MAPK signaling contributes to stroke pathology, probably by triggering an inflammatory response. Hereby, we examined the activation patterns of Erk1/2, p38, and c-Jun N-terminal (JNK) kinases in the ipsilateral and contralateral cortexes of *P4htm*^−/−^ and WT mice 24 h after the onset of MCAO by Western blotting (Fig. 6, *A* and *B*). Markedly, higher activation of these kinases was observed in the *P4htm*^−/−^ noninjured cortexes relative to WT, while the strong attenuating effect of ischemia on cortical MAPK activation diminished differences between genotypes (Fig. 6, *A* and *B*). To further investigate the genotype effect on MAPK activation, we analyzed a more remote area of the brain, the hippocampus. Although hippocampus does not belong to the ischemic core, it nevertheless is adversely affected in the pMCAO model in terms of, for example, protein expression and histological changes (49). Higher activation of the kinases was observed in both ipsilateral and contralateral hippocampi in *P4htm*^−/−^ mice relative to WT (Fig. 6, *C* and *D*).

**Figure 6:**
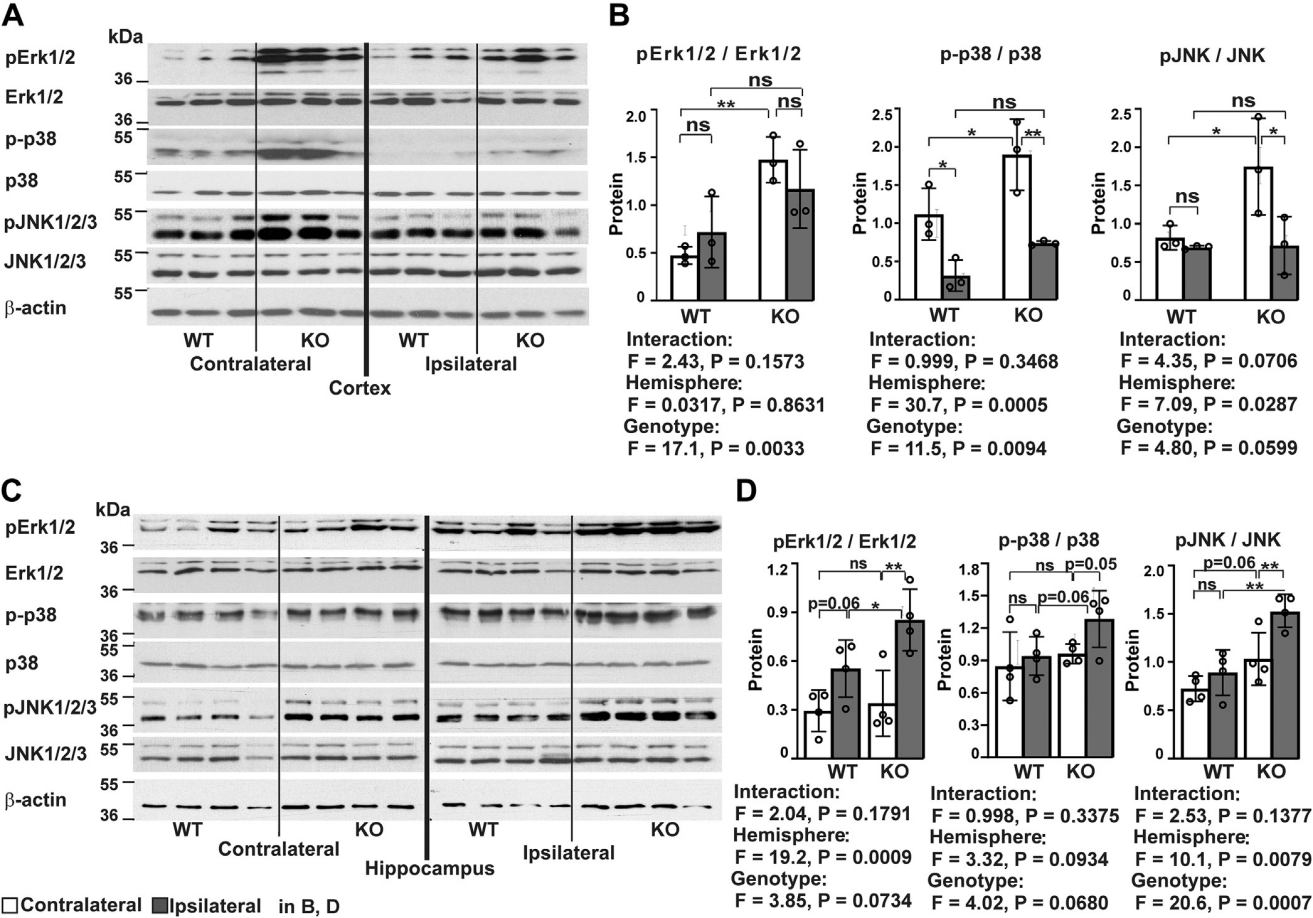
**Analysis of kinase activation in *P4htm***^**−/−**^**(KO) and WT mice.***A*–*D*, mice were sacrificed 24 h after the onset of permanent MCAO, and injured ipsilateral and noninjured contralateral cortexes and hippocampi were collected for protein isolation (*A*–*D*). Activated forms of Erk1/2, p38, and JNK1/2/3 kinases were analyzed by Western blotting in the cortex, *n* = 3 mice per genotype (*A* and *B*) and hippocampi, n = 4 mice per genotype (*C* and *D*). Total amount of the kinases as well as β-actin were used as controls for quantification and for equal protein loading (*B* and *D*). Representative Western blot (*A* and *C*) and quantification of Western blots (*B* and *D*). ∗*p* < 0.05 and ∗∗*p* < 0.01 by the procedure of Benjamini, Krieger, and Yekutieli after two-way ANOVA for multiple comparisons (*B* and *D*). MCAO, middle cerebral artery occlusion.

To study in which cell types of the cortex the MAPKs became activated, we performed triple staining of activated forms of the MAPKs with markers of neuronal (NeuN), glial (glial fibrillary acidic protein, GFAP), and microglial (Iba-1) cells together with nuclear staining with DAPI. Colocalization analysis on cryosections obtained 24 h after the onset of MCAO showed pErk1/2-positive cells with a round morphology in the ischemic core and penumbra of the ipsilateral cortex, where they did not colocalize with the neuronal marker NeuN (Fig. 7*A*, first row), GFAP, or Iba-1 (data not shown). In the peri-ischemic area, pErk1/2 staining colocalized with GFAP-positive astrocytes (Fig. 7*A*, second row). Ionized calcium-binding adapter molecule–positive microglia of the peri-ischemic area were negative for pErk1/2 staining (Fig. 7*A*, third row). The immunohistochemistry results thus suggest that Erk1/2 is activated in reactive astroglia and in dying cells that have lost expression of cell markers, such as apoptotic neurons negative for NeuN (of note, cleaved caspase-3 labeling also did not colocalize with NeuN staining, data not shown). Furthermore, our data showed colocalization of pErk1/2 with DAPI in all positive cells (Fig. 7*A*), suggesting translocation of the activated form to nuclei.

**Figure 7:**
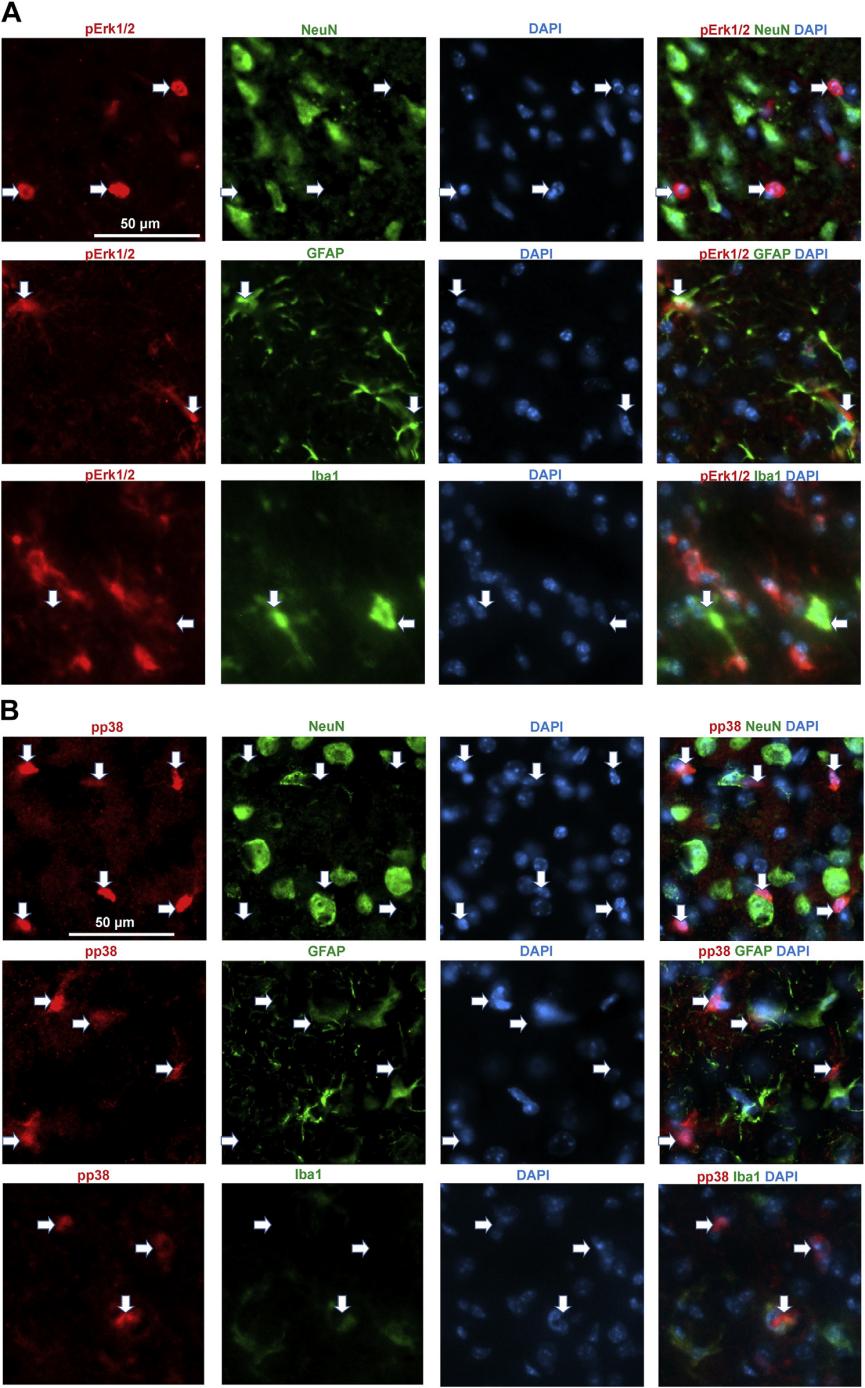
**Colocalization analysis of activated MAPKs with cell markers in the peri-ischemic area of *P4htm***^**−/−**^**(KO) mice 24 h after the onset of permanent MCAO.** Coronal brain cryosections were stained with antibodies against (*A*) pErk1/2 and (*B*) pp38 (*red*) together with either neuronal marker (NeuN), astrocyte marker (GFAP), or microglial marker (Iba-1) (*green*). DAPI (*blue*) was used to stain the nuclei. The merged images (fourth image in each row) show that pErk1/2 is localized in astrocytes (*A*), while pp38 is localized in microglia (*B*). MAPK, mitogen-activated protein kinase; MCAO, middle cerebral artery occlusion.

Colocalization analysis revealed the activation of p38 in Iba-1–positive microglia in the peri-ischemic region, but not in GFAP or NeuN-positive cells (Fig. 7*B*). Some of the pp38-positive cells were negative for any of the cell markers studied, probably representing dying cells. Unfortunately, the anti-pJNK antibodies we tested did not result in sufficiently specific staining patterns and were thus not included in the analysis.

### Transmembrane prolyl 4-hydroxylase inactivation leads to reduced complement 1q level in the serum and cortex of naïve mice

We next investigated using untreated mice whether *P4htm*^−/−^ mice have certain basal differences that could contribute to their higher cortical inflammatory response to MCAO. No difference was observed in the white blood cell count between the genotypes (*P4htm*^−/−^: 4.7 ± 1.3 x10E9/l, WT: 4.6 ± 2.8 x10E9/l, nonsignificant by *t* test, n = 5–6 mice per genotype, 7-month-old male mice).

Quantitative real-time PCR analysis of the gene expression for the microglia activation markers CD11b and CD16 (50) in cortical tissue revealed slight upregulation of CD16 in *P4htm*^−/−^ mice relative to WT, while no difference in CD11 expression was observed (Fig. 8*A*). From the inflammatory cytokine genes analyzed, only the mRNA expression for IL-1β was significantly upregulated in *P4htm*^−/−^ naïve mice relative to WT (Fig. 8*B*). However, as mentioned earlier, ELISA analysis of IL-1β showed no differences between the genotypes in the plasma of sham- and MCAO-operated animals (Fig. 3*F*). Western blot analysis of kinase activation demonstrated no differences in baseline MAPK activation in naïve *P4htm*^−/−^ mice when compared to WT mice (Fig. 8, *C* and *D*).

**Figure 8:**
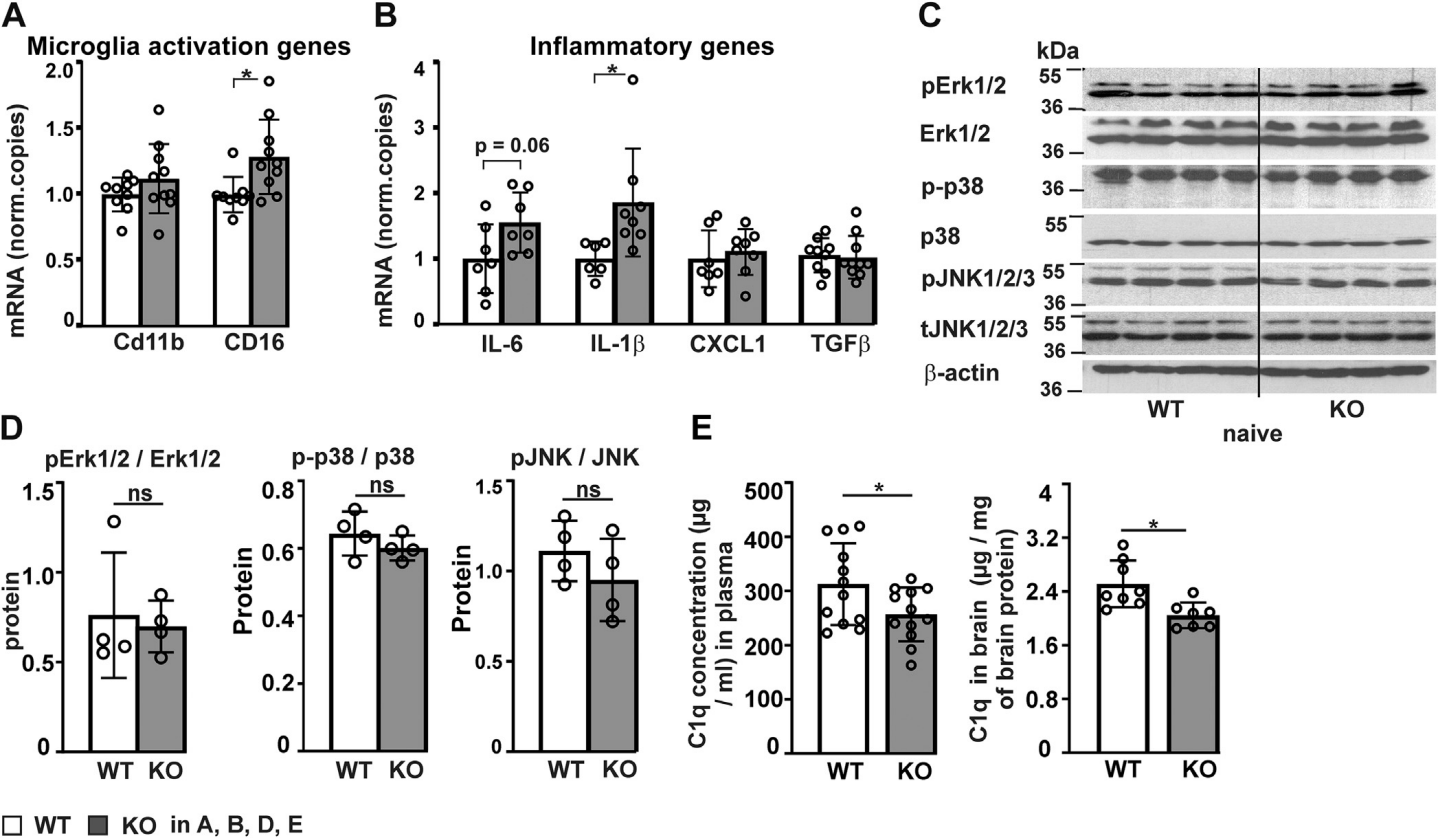
**Analysis of expression of microglia activation genes, inflammatory genes, MAPK activation, and C1q protein in naïve *P4htm***^**−/−**^**(KO) and WT mice.** Untreated mice were sacrificed and cortexes were collected for either mRNA (*A* and *B*) or protein isolation (*C*, *D* and *E*, *right panel*). *A* and *B*, expression of microglia activation genes and inflammatory cytokine genes in the cortex. *n* = 6 to 10 mice per genotype, ∗*p* < 0.05 by unpaired *t* test. *C* and *D*, activated forms of Erk1/2, p38, and JNK1/2/3 kinases in the cortex were analyzed by Western blotting. Total amount of the kinases was used for signal normalization, while β-actin served as a control for equal protein loading. *n* = 4 mice per genotype, ns by *t* test. Representative Western blot (*C*) and quantification of Western blots (*D*). *E*, C1q concentration was determined by ELISA in the serum (*n* = 12 mice per genotype, *left panel*) and cortical protein lysates (*n* = 7–8 mice per genotype, *right panel*). ∗*p* < 0.05 by unpaired *t* test. C1q, complement 1q; IL, interleukin.

Previously, the lack of the complement 1q (C1q) component of the complement system has been shown to lead to robust activation of p38 and JNK MAPKs promoting a proinflammatory response during lung injury (51). As the collagen-like domain of C1q that contains hydroxyproline is required for the trimeric assembly of C1q (52) and as the biological targets of P4H-TM are yet incompletely characterized, we analyzed whether lack of P4H-TM affects the C1q amount. The amount of C1q in the serum and in the brain tissue of naïve *P4htm*^−/−^ mice was significantly reduced relative to WT (Fig. 8*E*). The decreased C1q level in *P4htm*^−/−^ mice is likely to contribute to their increased inflammatory response following MCAO.

### Transmembrane prolyl 4-hydroxylase inactivation leads to reduced expression of tight junction proteins in the cortex, abnormal ultrastructure of cerebral tight junctions, and increased BBB permeability

Influx of neutrophils to the peri-ischemic area depends on looseness in cellular contacts, which is determined by tight junction properties (53). 

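On the arrays, tight junction genes showed small differences between *P4htm*-/- and WT contralateral cortex. Of the 22 measured tight junction genes in the heat map of Fig. 5, which the study chose on these arrays, 19 had their highest value in WT contralateral cortex alone, 2 shared it with *P4htm*-/- contralateral cortex, and 20 were above *P4htm*-/- contralateral cortex. Their median difference from *P4htm*-/- contralateral cortex was 0.15 on the log2 scale, and 1 detected gene, *Myl2*, was past 1.5-fold, with its *P4htm*-/- value below background. *Cldn11*, a claudin of myelin, read 9.84 in WT and 9.53 in *P4htm*-/- contralateral cortex. *Cldn10* read 9.14 and 9.00, *Jam2*, a junctional adhesion molecule of endothelium, 7.85 and 7.71, and *Jam3* 7.95 and 7.86. Another detected probe set of *Jam2* went the other way, from 6.25 in WT to 6.54 in *P4htm*-/- contralateral cortex, while another read 7.51 and 7.40. *Tjp1*, which encodes ZO-1, read 10.01 in WT and 9.96 in *P4htm*-/- contralateral cortex. *Cldn5*, the main claudin of brain endothelium, read 9.51 and 9.58. The median of 34 endothelial barrier genes, a list that includes these endothelial claudins and junction proteins, was 0.01 in *P4htm*-/- minus WT contralateral cortex, at percentile 83.3 of random lists. Endothelial markers had a median of -0.08, at the 3.4th percentile, with *Emcn*, which encodes endomucin, lower at -0.78, and pericyte and smooth muscle markers one of -0.11, at the 1.4th percentile.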

As the microarray studies indicated downregulation of the mRNA expression of tight junction proteins in the *P4htm*^−/−^ mouse brain relative to WT in the contralateral side, we studied further the mRNA expression profile of the tight junction proteins occludin, zonula occludens protein-1 (ZO-1), and claudin-5 that are closely associated with permeability (Fig. 9, *A*–*C*). Quantitative real-time PCR analysis revealed significant downregulation of the mRNA expression of occludin and a trend for decreased expression of claudin-5 in the injured cortex of the WT mice 24 h after the onset of the MCAO, while no difference was seen in the expression of ZO-1 (Fig. 9, *A*–*C*). Interestingly, the expression of occludin was significantly lower in the contralateral cortexes of the *P4htm*^−/−^ mice relative to WT, but in contrast to the WT mice, the level was not decreased further in the injured *P4htm*^−/−^ cortex (Fig. 9*A*). There was a trend for reduced expression of ZO-1 in the injured cortex of the *P4htm*^−/−^ mice relative to WT (Fig. 9*B*) and for decreased expression of claudin-5 both in the injured and noninjured cortexes in the *P4htm*^−/−^ mice relative to WT (Fig. 9*C*). The reduction in the mRNA expression of occludin in the *P4htm*^−/−^ contralateral cortex relative to WT was also manifested at the protein level in nonoperated animals (Fig. 9, *D* and *E*). 

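On the arrays, *Ocln* was measured by 2 probe sets. The one with the higher mean read 7.31 in WT contralateral, 7.06 in WT ipsilateral, 7.06 in *P4htm*-/- contralateral and 6.84 in *P4htm*-/- ipsilateral cortex. The difference between *P4htm*-/- and WT was -0.25 on the contralateral and -0.22 on the ipsilateral side, and that between the ipsilateral and contralateral sides was -0.25 in WT and -0.22 in *P4htm*-/- cortex. The second probe set read 6.39 in WT contralateral and 6.46 in *P4htm*-/- contralateral cortex, a difference of 0.07 in the opposite direction, and 6.30 and 6.02 on the ipsilateral sides. None of these differences reached 1.5-fold, and receptor probe sets of the same arrays differed with an SD of 0.18 on the contralateral side.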

To conclude, reduction in the expression of occludin in *P4htm*^−/−^ mice goes hand in hand with the microarray data on tight junction proteins.

**Figure 9:**
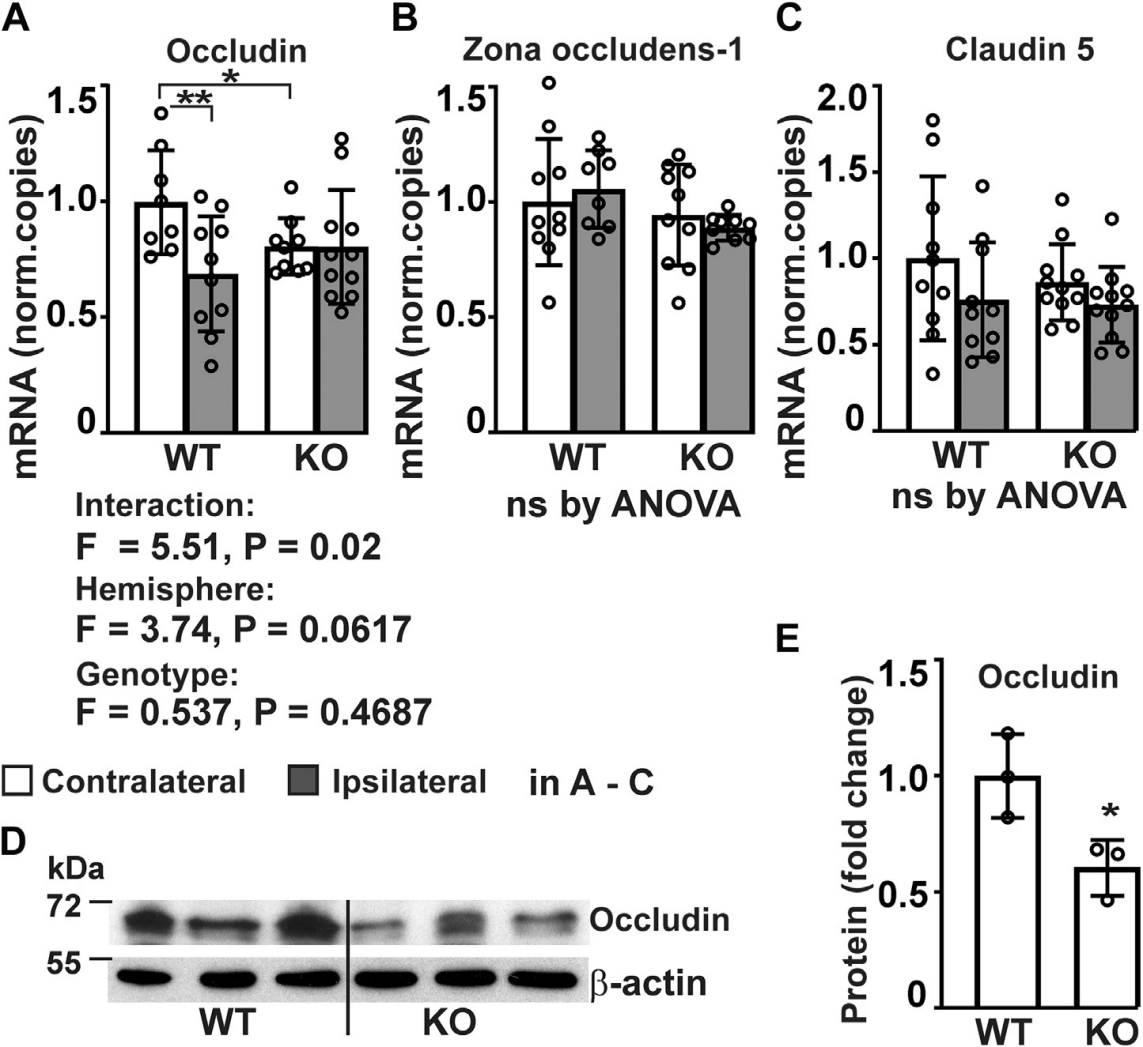
**Analysis of expression of tight junction proteins in *P4htm***^**−/−**^**(KO) and WT cortex.***A*–*E*, mice were sacrificed 24 h after the onset of permanent MCAO and injured ipsilateral and noninjured contralateral cortexes were collected for mRNA extraction (*A*–*C*) and protein isolation (*D* and *E*). *A*–*C*, expression of tight junction proteins was assessed by qRT-PCR, *n* = 8 to 11 mice per group, ∗*p* < 0.05 ∗∗*p* < 0.01 by procedure of Benjamini, Krieger, and Yekutieli after two-way ANOVA for multiple comparisons. *D* and *E*, expression of occludin protein was analyzed by Western blotting of cortex tissue lysates from unoperated WT and KO mice, *n* = 3 mice per genotype. ∗*p* < 0.05 by unpaired *t* test. MCAO, middle cerebral artery occlusion.

To study whether the observed differences in tight junction protein expression affect BBB function, we analyzed extravasation of Evans blue (EB) introduced *via* external carotid artery (ECA) cannulation in untreated naïve *P4htm*^−/−^ and WT mice. Visual inspection indicated markedly higher levels of EB staining in the *P4htm*^−/−^ brains relative to WT (Fig. 10*A*). Quantification of the dye extracted from the brain tissue showed a significant increase in *P4htm*^−/−^ brains when compared to WT (Fig. 10*B*). In addition, cortical samples were analyzed by transmission electron microscopy (TEM) to visualize the tight junctions between the endothelial cells of brain vessels. Tight junction ultrastructure was quantified as the horizontal distance between two adjacent strands, and it was significantly increased in *P4htm*^−/−^ mice in comparison to WT (Fig. 10, *C* and *D*). The data suggest that the observed decrease in tight junction protein expression and the ultrastructural BBB abnormalities in *P4htm*^−/−^ mice lead to compromised BBB function, which can result in increased infiltration of immune cells after MCAO in the mutant mice. Next, we analyzed BBB permeability 24 h after MCAO and sham operations. The data showed increased EB extravasation in *P4htm*^−/−^ mice relative to WT following MCAO (Fig. 10*E*). No difference between the genotypes was observed in the sham-operated mice (Fig. 10*E*), which is somewhat surprising as a clear difference was observed in the nontreated mice (Fig. 10*B*). However, it should be noted that these two conditions are not equivalent as, for example, the sham-operated mice undergo anesthesia twice in consecutive days, while the nontreated mice are anesthetized only once at the time of EB injection. Taken together, our data clearly show that *P4htm*^−/−^ mice have increased BBB permeability at the baseline and 24 h after pMCAO.

**Figure 10:**
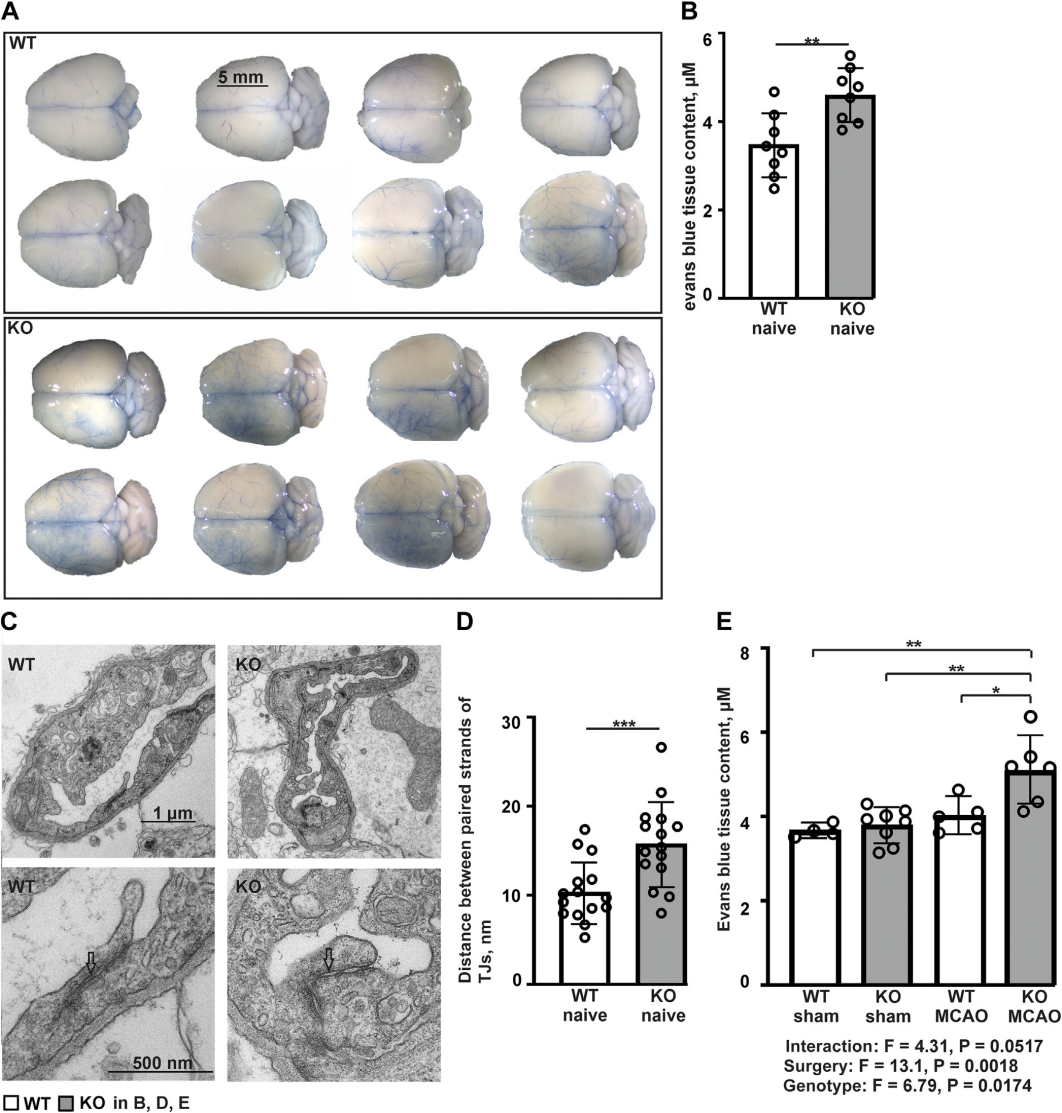
**Functional analysis of BBB permeability and ultrastructural analysis of cerebral vessel tight junctions in *P4htm***^**−/−**^**(KO) and WT mice.***A*–*E*, mice were injected with Evans Blue (EB) through left external carotid artery. After 10 min, the mice were perfused for additional 10 min to rid the circulation of the dye. The brains were collected and analyzed for EB tissue content (*A*, *B*, and *E*) and tight junction (TJ) ultrastructure (*C* and *D*). The amount of EB extravasated into the brain parenchyma in naïve mice was first estimated visually (*A*) and then by photospectrometry after dye extraction in formamide (*B*), *n* = 8 mice per group, ∗∗*p* < 0.01 by unpaired *t* test. *C* and *D*, a small piece of the naïve cortex was collected for TEM analysis. Transmission electron microscopy images of capillaries (*C*, *upper panel*) and TJs between endothelial cells (*C*, *lower panel*) show structurally abnormal, loose TJs (*arrows*) in the KO samples. The horizontal distance between the TJ paired strands was measured (*D*), *n* = 45 TJs analyzed from three WT mice and *n* = 38 TJs analyzed from three KO mice, ∗∗∗*p* < 0.001 by unpaired *t* test. *E*, the mice were subjected to permanent MCAO or sham surgery 24 h prior to EB injection. The brains were collected and analyzed for EB tissue content, *n* = 4 to 8 mice per group, ∗*p* < 0.05 and ∗∗*p* < 0.01 by Tukey HSD test after two-way ANOVA for multiple comparisons. MCAO, middle cerebral artery occlusion; TEM, transmission electron microscopy.

## Discussion

Here, we studied the effects of genetic inactivation of P4H-TM, a fourth P4H contributing to the regulation of HIF (29, 31), in an acute permanent stroke model. Transmembrane prolyl 4-hydroxylase is particularly interesting regarding stroke as it has a high expression level in the brain, and normoxic HIF stabilization is observed in *P4htm*^−/−^ cortical neurons (31). However, no protection in terms of the cerebral infarct size and apoptosis was observed in the *P4htm*^−/−^ mice relative to WT. Instead, P4H-TM inactivation resulted in increased inflammatory microgliosis and neutrophil infiltration in the injured cortex. The major targets of the effects of P4H-TM inactivation in ischemic stroke at the gene expression level were found to be gene sets involved in the neuroactive-ligand–receptor interaction and cytokine–cytokine receptor interaction, as well as MAPK signaling and tight junction pathways. Therefore, the observed gene expression and MAPK activation differences between *P4htm*^−/−^ and WT mice upon MCAO provide a molecular level explanation for the observed differences in the MCAO-induced inflammatory response in these mice. Furthermore, the observed increase in the MCP-1 plasma and cortical levels accompanied by decreased expression of tight junction proteins and subsequent looseness of intercellular contacts and BBB leakage are likely to contribute to the higher amount of immune cell infiltration in *P4htm*^−/−^ cortexes.

We and others have shown previously that P4H-TM participates in the regulation of HIF, but it is likely to have also other, yet unknown, substrates and thus biological functions (26, 27, 28, 29, 30, 31, 32). In our recent study, we showed that inactivation of P4H-TM in astrocytes affects their calcium dynamics and vesicular exocytosis and showed that these effects were mediated by stabilization of HIF1α, but not HIF2α (54). In the current study, we observed increased HIF1α stabilization in the penumbra of MCAO-operated *P4htm*^−/−^ mice relative to WT, with no difference in HIF2α stabilization between the genotypes. Despite this, we detected lower mRNA levels of the HIF target genes encoding EPO and VEGF (41, 55) in *P4htm*^−/−^ cortexes relative to WT after injury. Erythropoietin and VEGF have been shown to have various neuroprotective effects (6, 7, 8, 9, 10, 43, 44, 45), and recent data have shown that EPO can modulate neuroinflammation upstream of apoptosis by acting directly on the glia (56). In particular, EPO decreases recruitment and infiltration of immune cells to the site of injury as well as microglial proliferation and reactivity (56). The observed lower level of EPO in *P4htm*^−/−^ cortexes upon injury corresponds well with the increased number of Iba-1 positive microglia, but not the HIFα stabilization status. Importantly, our data show that inactivation of P4H-TM affects MAPK signaling, which is also known to regulate HIF activity. In particular Erk1/2 and p38 have been shown to regulate nuclear localization and transcriptional activity of HIF (57). Therefore, we hypothesize that inactivation of P4H-TM disrupts the homeostasis between the HIF and MAPK signaling pathways, which contributes to the adverse effects following MCAO.

The complement component C1q modulates immunity and inflammation (58, 59). Here, we show that both serum and cortical tissue from *P4htm*^−/−^ mice has a lower baseline C1q level than WT mice. It has been shown recently that collagen P4H-I, but not HIF-P4H-2, is capable to hydroxylate C1q (60). The observed downregulation of C1q in the *P4htm*^−/−^ mice suggests that P4H-TM may be capable of hydroxylating C1q as well. This is particularly interesting taking into account that the P4H-TM amino acid sequence resembles more closely those of the collagen P4Hs than HIF-P4Hs (27). It has been shown that C1q deficiency is associated with enhanced susceptibility of the lung to LPS-injury as evident by the increased expression of adhesion markers, enhanced production of proinflammatory cytokines, and augmented neutrophil recruitment (51). *C1q*^−/−^ mice exhibited also enhanced endothelial barrier dysfunction after injury as manifested by decreased expression of junctional adherent proteins and enhanced vascular leakage (51). In accordance with our data on increased activation of MAPKs under P4H-TM deficiency, C1q has been shown to mediate its effects by inhibiting phosphorylation of p38 MAPK and JNK (51). In accordance with our current data on no effect of P4H-TM deficiency on brain infarct size, no effect on infarct size was demonstrated in *C1q*^−/−^ mice either (61, 62).

Not only neuroinflammation, but also BBB breakdown is a key event in determining the outcome of an ischemic stroke, and BBB leakage allows immune cells to infiltrate to the surrounding tissue from vessels during stroke (63). Our TEM results on looseness of BBB tight junctions, as well as expression data on decreased occludin level, indicated that altered tight junction properties underlie the observed BBB leakage in naïve P4H-TM deficient mice. Furthermore, we observed higher BBB leakage in *P4htm*^−/−^ mice relative to WT also 24 h after the onset of MCAO. Hence, the increase in BBB permeability is likely to facilitate higher susceptibility for peripheral immune cell infiltration, being in accordance with the observed higher amounts of neutrophils in the peri-ischemic regions of *P4htm*^−/−^ mice 24 h after the onset of MCAO.

Taken together, our data show that inactivation of P4H-TM results in a variety of molecular level effects, including alterations in HIF stabilization, MAPK signaling, complement C1q amount, and BBB function, which jointly can contribute to the observed increased inflammatory response following MCAO. Besides the known mechanistic role of P4H-TM in the regulation of HIF stability (26, 27), the exact direct or indirect mechanistic links between P4H-TM and MAPKs, C1q and BBB composition remain to be established.

Pharmacological targeting of HIF-P4Hs using different small molecule inhibitors is a rising field in drug development. Several inhibitors targeting HIF-P4Hs are in clinical trials and the first ones have been approved for anemia therapy, and additional therapeutic potential is envisioned, for example, in ischemic, cardiometabolic, and inflammatory diseases (12, 33, 34, 35, 64, 65, 66, 67, 68). When considering HIF-P4H inhibitors as potential therapeutics in stroke, our current data and data from others (19) suggest that isoenzyme selective inhibitors not targeting P4H-TM (and HIF-P4H-3) would be preferential. Such selectivity may be plausible at least regarding P4H-TM, as for example, FG-4497 that inhibits all three HIF-P4Hs with equal efficiency (IC50 0.2–0.3 μM) is a much less potent P4H-TM inhibitor (IC50 40 μM) (29). However, as the current study focused only on the acute phase (first 24 h) following MCAO, additional studies utilizing a chronic study set-up as well as ischemia reperfusion would be required for more comprehensive understanding of the roles of P4H-TM in stroke.

## Experimental procedures

### Animals

Generation of the *P4htm*^−/−^ mouse line has been described previously (29, 31). The *P4htm*^−/−^ mouse line was backcrossed to a C57BL/6 line for more than 10 generations. The mice were housed under a 12-h light/dark cycle and allowed free access to standard rodent chow and water. Mouse experiments were approved by the Animal Experiment Board of Finland (permission numbers ESAVI/744/04.10.07/2015, ESAVI/2362/04.10.07/2017), following the regulations of the EU Directive 86/609/EEC, the European Convention ETS123, and the national legislation of Finland. The recommendations given by the Federation of European Laboratory Animal Science Associations and the Finnish and EU legislations concerning laboratory animal experiments and handling were followed. Terminal blood samples were drawn from the inferior vena cava of untreated 7-month-old male *P4htm*^−/−^ and WT mice, and white blood cell count was analyzed with Cell-Dyn Sapphire (Abbot Laboratories).

### Permanent focal cerebral ischemia

Permanent MCAO was performed as described earlier (46). Briefly, the mice were randomized into treatment groups by using the GraphPad QuickCalcs (GraphPad Software, Inc; RRID: RRID:SCR_000306). The mice were anesthetized by 5% isoflurane (in 70% N_2_O/30% O_2_), and the surgical anesthesia was maintained by 1.8% isoflurane. The temperature of the mice was maintained at 37 ± 0.5 °C using a homeothermic control system connected to a heating blanket and a rectal probe (Harvard apparatus; PanLab). The temporal bone of the mice was exposed, and approximately, a 1-mm hole was drilled on the site of left MCA. Phosphate buffered saline (0.154 M sodium chloride and 0.01 M phosphate, pH 7.4) was applied during the drilling to prevent heat injury. The dura was carefully removed to expose the MCA and it was gently lifted up and coagulated using a thermocoagulator (Aaron Medical Industries) at the level of the inferior cerebral vein. In case of the sham surgery group included in the third experiment to study BBB function following MCAO (see below), the left MCA was just lifted. The occlusion of MCA was confirmed by cutting the artery, after which the temporalis muscle was lifted back and the wound closed by stitches. All mice were allowed to recover in a heated recovery chamber for 30 min after which they were returned into individual cages. The mice were subjected to MRI or BBB analysis (see below) 24 h after the onset of pMCAO. The mice were sacrificed by terminal anesthesia either using exposure to 1.8% isoflurane with subsequent injection of 125 mg/kg tribromoethanol (for mice which undertook MRI) or using a single dose of 250 mg/kg tribromoethanol. The MCAO experiment was performed three times on independent mouse cohorts. The first experiment was performed on 22 mice: 11 *P4htm*^−/−^ and 11 WT mice of 2 to 3 months of age, both genotype groups containing eight males and three females (cohort 1), and the second experiment on 23 mice: 11 *P4htm*^−/−^ and 12 WT mice of 3 to 4 months of age, all males (cohort 2). Three mice died during the surgery. All surviving mice were subjected to MRI. The third experiment was performed on 41 mice in total, 24 mice of 6 months of age and 17 mice of 2 months of age. From these, 21 mice underwent sham surgery: 12 *P4htm*^−/−^ (three females and nine males) and nine WT mice: three females and six males) and 20 mice underwent MCAO surgery: 11 *P4htm*^−/−^ (two females and nine males) and nine WT mice (one female and eight males) followed by IL-1β analysis of serum and either analysis of BBB permeability (on 6-month-old mice) or IL-1β analysis of brain tissue (on 2-month-old mice) 24 after the surgery.

### Physiological blood parameters

Physiological blood parameters were measured immediately after the onset of ischemia from blood samples drawn from the saphenous vein. The partial pressure of CO_2_ and O_2_, and pH, were measured using ISTAT analyzer (Abbott Laboratories). Blood glucose levels were measured using Freestyle blood glucose-monitoring device (Abbott Laboratories).

### Magnetic resonance imaging

Magnetic resonance imaging was used to determine the infarct volume *in vivo* 24 h after the onset of pMCAO using horizontal 9.4 T Oxford NMR 400 magnet (Agilent technologies) as previously described (69). In brief, the mice were anesthetized by isoflurane as above and multislice T2-weighted images (repetition time 3000 ms, echo time 40 ms, matrix size 128 × 256, field of view 19.2 × 19.2 mm^2^, slice thickness 0.8 mm, 12 slices from rostral to caudal direction) were obtained.

### Analysis of lesion size and lesion location

The MRI images were analyzed using the software Aedes under the Matlab environment (Math-works, Natick; RRID: SCR_001622). The lesion was clearly visible as a white, roundish area on the images. The actual infarct area as well as the ipsilateral and contralateral hemispheres were outlined manually on the images. Lesion was seen on images 1 to 8 out of the 12 images from rostral to caudal direction and the total volume of each hemisphere and infarction were determined by integration of the distance of these eight images. While *direct lesion volume* was calculated by multiplying the number of pixels of infarction with pixel size and slice thickness, the *indirect lesion volume* was calculated using the following formula: (volume of contralateral hemisphere - (volume of ipsilateral hemisphere - infarction volume))/volume of contralateral hemisphere, which takes into consideration brain swelling during infarction as described previously (69). The analysis was performed blinded with respect to the study groups.

### Dissection of cortexes

Mice were anesthetized at 24 h after the onset of MCAO directly after MRI with 125 mg/kg avertin and perfused transcardially with heparinized (2500 IU/L) saline (0.9% NaCl). The brains were dissected under a dissection microscope into cortical brain samples of the left ischemic hemisphere (ipsilateral side) and the corresponding right uninjured hemisphere (contralateral side). Hippocampal samples were also collected. The samples were immediately snap-frozen in liquid nitrogen and stored at −70 °C for further mRNA or protein isolation. Samples from untreated mice were prepared similarly. For cryosectioning, whole brains were dissected out and fixed with cold 4% paraformaldehyde (PFA) in 0.1 M phosphate buffer.

### Cryosectioning

After fixation in PFA for 24 h, the brains were transferred to 30% sucrose for 2 days. The brains were then snap-frozen in liquid nitrogen, and 20-μm-thick cortical cryosections were cut throughout the lesion starting at the rostral site of the lesion area using a cryostat (Leica Microsystems). For each immunostaining, a set of six sections at 400-μm intervals spanning through the lesion area was stained.

### Immunohistochemistry

Microglia and neutrophils were detected as described previously (37) by incubating sections with Iba-1 (1:1000; 019-19741, RRID: AB_839504, Wako Chemicals) and neutrophil (1:5000; MCA771GA, RRID: AB_324243, Serotec) antibodies, respectively, overnight. After washing with 0.05% Tween in PBS, the sections were incubated with secondary antibodies. Fluorescent Cy3-conjugated antibody was used for Iba-1 detection (1:150; 711-165-152, RRID: AB_2307443, Jackson Immunoresearch Laboratories). For neutrophil detection, biotinylated IgG H + L secondary antibody (1:500; BA-4001; RRID: AB_10015300; Vector Laboratories) was applied followed by incubation with Vectastain ABC peroxidase system (Vector Laboratories) and development by Ni-enhanced 3,3′-diaminobenzidine.

For detection of HIF1α and HIF2α, cryosections were heated in citrate-based antigen unmasking solution (pH 6, for HIF1α detection) or Tris/EDTA antigen unmasking solution (pH 9, for HIF2α detection) and further exposed to BLOXALL blocking solution (Vector Laboratories) to block endogenous peroxidase. The sections were incubated with the following primary antibodies overnight at room temperature in 5% normal donkey serum (Abcam): anti-HIF1α (1:400; PB9253, RRID: AB_2895111, Boster Bio) or anti-HIF2α (1:800; 109616, RRID: AB_11156727, Abcam). After washing with 0.05% Tween in PBS, biotinylated IgG H + L secondary antibody (1:200; BA-1000, RRID: AB_2313606, Vector Laboratories) was applied followed by incubation with Vectastain ABC peroxidase system (Vector Laboratories) and development by Ni-enhanced 3,3′-diaminobenzidine peroxidase substrate kit (Vector Laboratories).

### TUNEL and cleaved caspase-3 staining

For TUNEL staining, cryosections were fixed with 4% PFA in PBS for 15 min followed by incubation with Proteinase K for 15 min at room temperature. TUNEL reaction was performed using Click-iT TUNEL Colorimetric IHC Detection Kit (Invitrogen) according to manufacturer's instructions. The stained sections were dehydrated and mounted with Depex (Serva).

For cleaved caspase-3 staining, the cryosections were heated in citrate-based antigen unmasking solution (pH 6) and then incubated with cleaved caspase-3 antibody (1:100; #9664, RRID: AB_2070042, Cell signaling technology). Alexa Fluor 594 labeled IgG (1:900; ab150080, RRID: AB_2650602, Abcam) was used as a secondary antibody. VECTASHIELD HardSet antifade mounting medium with DAPI (Vector Laboratories) was used for section mounting.

### Double staining for activated kinases and cell markers

Cryosections were heated in citrate-based antigen unmasking solution (pH 6) for antigen retrieval. Consequent incubation in 0.5% mouse-on-mouse IgG blocking reagent (Vector Laboratories) was performed in case primary antibodies of mouse origin were used. The sections were incubated in the antibody cocktails indicated in the results section overnight at room temperature in 5% normal donkey serum (Abcam). The following primary antibodies were used: phospho-p44/42 MAPK (Erk1/2) (1:100; #4370, RRID: AB_2315112, Cell Signaling Technology); Phospho-p38 MAPK (1:100; #4511, RRID: AB_2139682, Cell Signaling Technology); phospho-JNK1/2/3 (1:100; MABS740; Merck Millipore); phospho-S6 ribosomal protein (1:100; #4858, RRID: AB_916156, Cell Signaling Technology); NeuN (1:100; MAB377, RRID: AB_2298772, Merck Millipore); GFAP (1:100; MAB360, RRID: AB_11212597, Merck Millipore); and Iba-1 (1:100; #011-27991, Fujifilm Wako). After washing with 0.05% Tween in PBS, the sections were incubated with Alexa594- and Alexa488-conjugated secondary antibodies (all 1:900; ab150076, RRID: AB_2782993; ab150129, RRID: AB_2687506; ab150080, RRID: AB_2650602; ab150113 RRID: AB_2576208, Abcam). VECTASHIELD HardSet antifade mounting medium with DAPI (Vector Laboratories) was used to preserve fluorescence.

### Imaging and quantification of immunohistochemistry

The sections to detect Iba-1 immunoreactivity and neutrophils were imaged using an AX70 microscope (Olympus) with an attached digital camera (Color View 12 or F-View, Soft Imaging System) running analysis software (Soft Imaging System). Histological sections to detect HIF1α and HIF2α immunoreactivity and TUNEL positive cells were imaged on Leica DM LB2 microscope equipped with Leica DCF320 camera and by using LAS V4.12 acquisition software (Leica Microsystems). Fluorescence imaging to detect cleaved caspase-3 and activated kinases was performed using a Zeiss Axio Scope.A1 upright fluorescence microscope equipped with Zeiss AxioCam MRm camera and by using Zen Blue 2011 acquisition software (Carl Zeiss). Imaging was performed at 10× magnification for Iba-1, neutrophil, HIF1α, and cleaved caspase-3 stainings and 20× magnification for phospho-Erk1/2, phospho-p38, HIF2α, and TUNEL stainings.

The signals were quantified using Fiji-ImageJ software (RRID: SCR_003070) from a precise peri-ischemic area of the penumbra, defined as the cortical region immediately adjacent to the infarct border and spanning across six consecutive cortical sections taken at 400-μm intervals starting at the anterior part of the lesion. When appropriate, immunoreactivity in the symmetrical area of the contralateral hemisphere was analyzed as well. Analysis was performed blinded to the experimental groups.

### Isolation and culture of primary neurons and *in vitro* cell death assay

Nine days *in vitro* primary cortical neuronal cultures derived from embryonic day 17 to 18 (E17–18) *P4htm*^−/−^ and WT mice were used for cell survival studies. Pregnant mice were sacrificed *via* cervical dislocation, and cortexes from E17 to 18 embryos were removed of meninges, dissected, and trypsinized. After mechanical trituration, the cells were plated on poly-D-lysine-coated glass coverslips in 4-well plates at a density of 13,000 cells/cm^2^. Neurons were cultured in MEM/B27 medium (Invitrogen) supplemented with sodium bicarbonate, sodium pyruvate, L-glutamine, penicillin, streptomycin, and 0.6% glucose. Cultures were incubated at 37 °C under 5% CO_2_/95% air and 90% humidity without medium exchange up to 8 days, when they were subjected for glutamate treatment. For the *in vitro* cell death assay, primary neurons were exposed either to fresh medium containing 200 mM glutamate or to the medium without any additions (control) for 15 min, after which the cells were returned to the original medium and cultured for an additional 24 h.

Cell death was calculated using the Live-Dead Cell Staining kit (BioVision). The cells were visualized by fluorescence microscopy using an EVOS digital inverted microscope (Fisher Scientific) and quantified by Fiji-ImageJ software. Analysis was performed blinded to the experimental groups.

### Analysis of BBB permeability

Blood brain barrier permeability was analyzed in naïve mice and in mice subjected to MCAO 24 h after the onset of the injury *via* spectrophotometric quantitation of EB in cortexes after administration of the dye through left ECA. The cannulation of carotid artery was performed as described (70) with some modifications. The mice were anesthetized as described for MCAO with subsequent subcutaneous injection of buprenorphine analgesic (0.1 mg per 1 kg of body weight). The temperature of the mice was maintained at 37 °C, and the body was fixed in a lateral decubitus position. A 10-mm midline longitudinal incision was made over the hyoid bone. The fat tissue and muscles were retracted to expose the left common carotid artery (CCA) and left ECA. To maximize delivery of the administered agent, the superior thyroid artery was permanently ligated with suture. The ECA was carefully dissected and then temporarily occluded with Micro Serrefine clamp (Fine Science Tools) placed on the proximal segment of ECA as close as possible to bifurcation of CCA. A permanent ligature was then placed on the ECA distal segment. Using iris scissors (Prime bioscience), a small arteriotomy of the flow-free segment of ECA was done. A polyethylene cannula (less than 200 nm in diameter) flushed with heparin (1:500 IU/ml, Heparin LEO; Pharmaca Fennica) was introduced into the ECA through the cut and advanced in retrograde fashion toward the Micro Serrefine. The cannula was then secured so that its tip was oriented toward CCA. After removal of Micro Serrefine, EB (2% in saline, 240 μl per mouse) was injected through the cannula (flow rate 0.48 μl/min) to circulate for the following 10 min. The mice were sacrificed using an intraperitoneal overdose of catecholamine. The cortexes were perfused with 5 ml saline for another 10 min to wash out unpenetrated dye from the vessels. The mice were decapitated and the brains were photographed under a Leica MZ6 microscope (Leica Microsystems). At this point, a piece of the right cortex was dissected and stored at +4 °C for TEM analysis. Hemispheres of the brain were separated along the transverse suture and stored at −80 °C. The amount of EB penetrated through BBB inside the tissue was estimated colorimetrically after extraction of the dye in formamide as described (71). Briefly, left hemispheres were weighed and placed in formamide (1 ml/100 mg) at 60 °C for 24 h. The samples were centrifuged for 20 min at 14,000 rpm, and the concentration of extracted dye was determined spectrophotometrically at 620 nm *via* comparison to a standard curve created by recording optical densities from serial dilutions of EB in formamide. The experiment was performed on 16 naïve mice of 4 to 6 months of age: eight *P4htm*^−/−^ (four males and four females) and eight WT mice (three males and five females), and on 24 mice of 6 months of age that underwent either sham surgery: eight *P4htm*^−/−^ (six males and two females) and four WT mice (four males) or MCAO: seven *P4htm*^−/−^ (six males and one female) and five WT mice (four males and one female). Analysis was performed blinded to the experimental groups.

### Measurement of inflammatory cytokines

A panel of inflammatory cytokines was measured both from plasma samples and from ipsilateral brain samples taken 24 h after the onset of MCAO. Blood samples were drawn from the saphenous vein using 1:10 volume of sodium citrate (3.8%) as an anticoagulant. Plasma was obtained after centrifugation of the samples at 1500 g for 10 min. Protein lysate was prepared as described in the protein isolation section. IL-6, IL-10, MCP-1, interferon γ, tumor necrosis factor α, and IL-12p70 were measured by flow cytometry using Cytometric Bead Array Mouse Inflammation kit (BD Biosciences), following the manufacturer’s instructions.

The amount of IL-1β in the serum and brain tissue was determined by mouse IL-1 beta ELISA Kit (Abcam) according to manufacturer’s instructions. Blood samples were taken 22.5 h after onset of sham surgery/MCAO directly to Z-Gel micro tubes containing clot activator (Sarstedt AG & Co) and centrifuged at 10,000*g* for 5 min to obtain serum. Sixteen sham-operated mice: 10 *P4htm*^−/−^ (seven males and three females) and six WT mice (four males and two females) and 20 MCAO-operated mice: 11 *P4htm*^−/−^ (nine males and two females) and nine WT mice (eight males and one female) were used in analysis. Brain tissue lysates were extracted 24 h after the onset of surgery as described in the protein isolation section from nine sham-operated mice: four *P4htm*^−/−^ (three males and one female) and five WT mice (three males and two females) and eight MCAO-operated mice: four *P4htm*^−/−^ (three males and one female) and four WT mice (four males).

### Measurement of C1q

The amount of C1q in serum and brain tissue was determined by Mouse C1q ELISA kit (HycultBiotech) according to manufacturer’s instructions. Blood samples were drawn from the saphenous vein of naïve 12 *P4htm*^−/−^ (six males and six females) and 12 WT mice (six males and six females) directly to Z-Gel micro tubes containing clot activator (Sarstedt AG & Co) and centrifuged at 10,000*g* for 5 min to obtain serum. Brain tissue lysates were extracted as described in the protein isolation section from eight *P4htm*^−/−^ (seven males and one female) and seven WT mice (four males and three females).

### Protein isolation and Western blotting

Cortical and hippocampal samples were homogenized in lysis buffer (50 mM Tris–HCl, pH 8.0, 50 mM NaCl, 1% Triton-X100, 1 mM DTT) supplemented with protease and phosphatase inhibitor cocktails (Roche) at 4 °C, and the lysates were subjected to SDS-PAGE analysis. Gels were transferred to nitrocellulose membranes and probed with the following antibodies: diphosphorylated Erk1/2 (1:1000; M8159, RRID: AB_477245, Sigma Aldrich), Erk1/2 (1:50,000; M5670, RRID: AB_477216, Sigma Aldrich), phospho-p38 MAPK (1:500; 4511S, RRID: AB_2139682, Cell Signaling Technology), p38 MAPK (1:1000; 9212S, RRID: AB_330713, Cell Signaling Technology), phospho-JNK1/2/3 (1:2000; MABS740; Merck Millipore), JNK1/23 (1:2000; 10023-1-AP, RRID:AB 2281669, Proteintech Group), occludin (1:1000; 40-4700, RRID: AB_2533468, Thermo Fisher Scientific), and β-actin (1:100,000, NB600-501, RRID: AB_10077656, Novus Biologicals). PageRuler Plus Prestained Protein Ladder (#26619, Thermo Scientific) was used as the molecular weight marker. Blots were quantified using Fiji-ImageJ software. The densitometry data were normalized either to the total form of the corresponding kinase or to β-actin.

### RNA isolation and qRT-PCR

Total RNA was isolated using TriPure isolation reagent (Roche Applied Science) and further purified with an EZNA total RNA kit (Omega Biotek), and reverse transcription was performed with an iScript cDNA synthesis kit (Bio-Rad Laboratories). Quantitative real-time PCR was performed with iTaq Universal SYBR Green Supermix (Bio-Rad Laboratories) and a CFX96 Touch real-time PCR detection system. The primers used are listed in Table 1. Quantitect primer assay (Qiagen) was used for the detection of EPOR and ZO-1 mRNA. Expression levels were normalized either to β-actin or to the geometrical mean of hypoxanthine-guanine phosphoribosyltransferase, 18S ribosomal RNA, and cyclophilin genes as described previously (72).

**Table 1:** Primers used for qRT-PCR

Gene	Forward primer sequence (5′-3′)	Reverse primer sequence (5′-3′)
*Bnip3*	GCTCCCAGACACCACAAGAT	TGAGAGTAGCTGTGCGCTTC
*Bnip3L*	TGAGGAAGAGTGGAGCCATG	TATAGATGCCGAGCCCCAAG
*Pmaip1*	AGAGCTACCACCTGAGTTCG	GCACACTCGTCCTTCAAGTC
*Glut1*	GCTGTGCTTATGGGCTTCTC	AGAGGCCACAAGTCTGCATT
*Glut3*	TGTCACAGGAGAAGCAGGTG	GCTCCAATCGTGGCATAGAT
*Epo*	CATCTGCGACAGTCGAGTTCTG	CACAACCCATCGTGACATTTTC
*Vegfa*	GAGAGCAGAAGTCCCATGA	ACACAGGACGGCTTGAAGAT
*Ocln*	CTTCTGCTTCATCGCTTCC	CTTGCCCTTTCCTGCTTTC
*Cldn5*	ATGGCGATTACGACAAGAAG	ACTGAGCAAATTCTTGCCC
*Cd11b*	ATGGACGCTGATGGCAATCCC	TCCCCATTCACGTCTCCCA
*Cd16*	CAGAATGCACACTCTGGAAGC	GGGTCCCTTCGCACATCAG
*Il6*	CTCCCAACAGACCTGTCTATAC	CCATTGCACAACTCTTTTCTCA
*Il1b*	GCGCTGCTCAACTTCATCTTG	GTGACACATTAAGCGGCTTCAC
*Cxcl1*	ACCGAAGTCATAGCCACACCTCAAG	TTGTCAGAAGCCAGCGTTCACC
*Tgfb*	TTGCTTGAGCTCCACAGAGA	TGGTTGTAGAGGGCAAGGAC
*Actb*	CAATAGTGATGACCTGGCCGT	AGAGGGAAATCGTGCGTGAC
*Hprt*	AGTGTTGGATACAGGCCAGAC	CGTGATTCAAATCCCTGAAGT
*18S*	CCTGGATACCGCAGCTAGGA	GCGGCGCAATACGAATGCCCC
*Cyclophilin*	TCCGACTGTGGACAGCTCTA	ATTGCGAGCAGATGGGGTAG

*Actb*, β-actin; *Cldn5*, claudin-5; Cxcl1, CXC motif chemokine ligand 1; *Ocln*, occludin; *Tgfb*, transforming growth factor β.

### Optical projection tomography and analysis of vascular architecture

Optical projection tomography was used to obtain digital three-dimensional images of the whole brain (73). Briefly, naïve mice were perfused transcardially with 7% India ink in 4% PFA under anesthesia using 250 mg/kg avertin. After a 2-min perfusion, the whole brains were dissected and fixed further with 4% PFA. The samples were stored in PBS. Directly before scanning, the brains were cleared for 2 to 3 h at room temperature with 100% glycerol and imaged with the Optical projection tomography Scanner 3001M (Bioptonics Microscopy). Optical projection tomography views of the 302.4-degree angle position were analyzed by Fiji-ImageJ software blinded to the study group. The distances between the main branching points of MCA to the imaginary line touching caudal poles of the cortexes were measured. The anastomotic points between the anterior cerebral artery and the MCA were plotted on the images. The distances between the anastomotic line and the imaginary line touching caudal poles of the cortexes at the level of clearly recognizable terminal endings of MCA were measured.

### Microarray analysis

GeneChip experimental procedures were performed according to the Affymetrix GeneChip Expression Analysis Technical Manual. Briefly, mRNA was extracted from the ischemic and corresponding contralateral whole cortexes dissected 24 h after the onset of MCAO from four mice per genotype. Double-stranded DNA was synthesized using 8 μg of total RNA as a template by means of the One-cycle cDNA synthesis kit (Affymetrix) and T7-(dT)24 primer, and the DNA was purified using the GeneChip Sample Cleanup Module (Qiagen). *In vitro* transcription was performed to produce biotin-labeled cRNA using an IVT labeling kit (Affymetrix) according to the manufacturer's instructions. Biotinylated cRNA was cleaned with a GeneChip Sample Cleanup Module (Qiagen), fragmented to 35 to 200 nt, and hybridized to Affymetrix Mouse Genome 430_ 2.0 arrays. After washing, the array was stained with streptavidin–phycoerythrin (Molecular Probes), and the staining signal was amplified with biotinylated anti-streptavidin (Vector Laboratories) and a second staining with streptavidin–phycoerythrin and then scanned on a GeneChip Scanner 3000. Hybridization signal intensities were quantified using Affymetrix GeneChip Operating System (Affymetrix). Affymetrix CEL files (Accession number GSE107127, https://www.ncbi.nlm.nih.gov/geo/) and the probe annotation files were downloaded, and the gene expression data of all samples were normalized using the GenePattern software (Broad Institute of MIT and Harvard). Normalized expression ratio data were further analyzed using the GSEA (RRID: SCR_003199) to identify significantly enriched groups of genes. Kyoto Encyclopedia of Genes and Genomes database was used for analysis. Expression values across four groups were compared: contralateral (control) and ipsilateral (injured) WT and *P4htm*^−/−^ samples. Gene data sets were considered to be significantly enriched according to GSEA default settings, *p* < 0.05.

### Transmission electron microscopy

Transmission electron microscopy was carried out as previously described (74). A piece of right cortex was taken from the cohort of mice after they underwent perfusion with EB (10 min) and then saline (10 min). Cortical samples were fixed with 1% glutaraldehyde, 4% PFA/0.1 M phosphate buffer, pH 7.3, overnight at +4 °C after which they were postfixed with 1% osmium tetroxide, dehydrated in acetone, and embedded in Epon LX112. The samples were cut in semi-thin sections and after selection of vessel rich areas, thin sections were prepared and analyzed with a Tecnai G2 Spirit 120 kV transmission electron microscope with Veleta and Quemesa CCD cameras and a Philips CM100 equipped with CCD camera. The tight junctions in-between the endothelial cells of brain vessels were identified, and the horizontal distance between paired strands was measured at least 4 times along every tight junction using Fiji-ImageJ software. The analysis was performed blinded to the study group.

### Statistical analysis

The lesion volume data was analyzed using IBM SPSS Statistics 21.0. (RRID: SCR_002865) *via* two-way ANOVA using genotype and cohort as two independent variables. In all other cases, data were analyzed using GraphPad Prism (GraphPad Software, Inc; RRID: SCR_002798) statistical analysis software. The data were checked for Gaussian distribution using the D'Agostino-Pearson omnibus normality test or Shapiro-Wilk normality test. Statistical analyses were done with unpaired Student’s *t* test or with one-way or two-way ANOVA with subsequent post hoc tests. The details are given in the figure legends. Data are expressed as mean ± SD, except for Figure 1*D* where the data are expressed as mean ± S.E.M., and *p* < 0.05 was considered statistically significant.

## Data availability

Microarray data files have been deposited to the Gene Expression Omnibus data repository (https://www.ncbi.nlm.nih.gov/geo/, accession number GSE107127). All remaining data are contained within the article.

## Conflict of interest

J. M. owns equity in FibroGen Inc, which develops HIF-P4H inhibitors as potential therapeutics. This company supports research in the J. M. group. J. K. owns equity in Aranda Pharma Ltd and is a consultant for Orthogonal Neuroscience Ltd. All the other authors declare no competing financial interests.

How the deposited data were processed for this re-analysis (not part of the article)

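Gene expression was measured in the contralateral and ipsilateral cortex of WT and *P4htm*-/- mice 24 h after permanent MCAO, with 1 array for each of the 4 conditions and the RNA of 4 mice pooled per array. The authors quantified the hybridization signals and deposited log2 values per probe set made with RMA, which the submitters' processing notes name and the paper describes as normalization with GenePattern software. RMA includes a background correction and a quantile normalization between arrays, so a difference shared by all genes of an array would be removed. Versions of these tools are not given in the sources used here. The base of the logarithm is not given either and was taken as 2 from the range of the values, 2.51 to 14.9. The deposited values carry 2 decimals.

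Of 45101 probe sets, 34958 name 1 gene in the annotation table used, 932 name several and were left out, and 9211 have no name in it. The symbols of 34754 probe sets were looked up in a RefSeq gene table for the mouse assembly GRCm38.p6 through their Entrez gene ID. This table was used only for names, gene spans and the order of genes, since the array files name no genome build. A gene was represented by its probe set with the highest mean, which gave 18194 genes, of which 13414 were detected in at least 1 condition. Some genes, such as *Epo* and *Bnip3l*, were not analysed here. The value table held 0 columns that were not used.

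The comparisons were *P4htm*-/- minus WT on each side, ipsilateral minus contralateral cortex in each genotype, and *P4htm*-/- ipsilateral cortex minus the mean of the other 3 conditions. There are no replicate arrays, so no test was made and no p-value, standard error or adjusted value is given. A gene is described as higher or lower past 1.5-fold, or 0.585 on the log2 scale, when at least 1 of the compared arrays lay above background. The KEGG lists of the study were not used here. Before the data were examined, 33 gene lists were written from general knowledge, among them lists for the 4 pathways of Fig. 5, and 973 Reactome sets were taken from an installed package. A list's median difference was set against 10000 random lists of equal size matched on mean expression in 20 bins, and a median above the 97.5th or below the 2.5th percentile was taken as standing apart from the other genes of the same arrays. This is a description of these arrays, not a test of the genotype.

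Most genes named in the text follow a rule written before the data were examined. They are the genes named in the paper or readable in the heat maps of Fig. 5, whose colours had been seen, the 10 highest and 10 lowest detected genes of each comparison whose other detected probe sets had the same sign, up to 4 detected members of each list described, and *P4htm* with sex-linked genes as checks. *Mapkapk3*, *Tnfrsf12a*, *Ccl6*, *Kl*, *Sostdc1*, *Aqp1* and *Oxt* were named outside it, after their values were seen. Alternatives were other ways to choose probe sets, the detection filter, a 2-fold rule, median centring and cyclic loess of the deposited values, other lists, statistics and random lists, and rank correlation.

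The counting and list steps were tested on simulated data for *P4htm*-/- minus WT contralateral cortex, with 18194 genes, 200 of them changed, and noise as in the receptor probe sets. The 1.5-fold rule recovered 100.0% of genes changed by 1.0 on the log2 scale and 87.0% of those changed by 0.8. Of unchanged detected genes, 0.08% passed it. These percentages hold for the simulated noise only, which has no variation between mice. On the arrays, 1 of the 80 receptor probe sets, detected or not, was past 1.5-fold in this comparison. Of 50 lists of 130 genes shifted by 0.05, 39 lay above the 97.5th percentile, so a shift of that size can be missed, and of 50 unshifted lists 0 did. A first version of this check, which asked 1 shifted list to lie above the 99th percentile, was not met and was replaced by this count. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 for cyclic loess, were used.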

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

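With 1 pooled array per condition, none of the differences in this part was tested. The test of choroid plexus genes and that of the genotype behind *Ttr* were chosen after the result was seen, and the gene length tests were prompted by differences seen between short and long genes, with their result unseen.

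*Ttr*, which encodes transthyretin, is not discussed in the paper and was the gene with the highest difference on the ipsilateral side in both genotypes, at 5.35 in WT and 4.59 in *P4htm*-/- cortex, with all 4 of its probe sets in the same direction. The genotype does not account for it, since the smaller of the differences is 4.59. Choroid plexus tissue in the ipsilateral samples is a candidate explanation. Of 12 other detected choroid plexus and ependymal genes 3 had 1.5-fold higher values in both genotypes, *Kl*, *Sostdc1* and *Aqp1*. *Aqp1* was not above background in *P4htm*-/- cortex, so by the rule used here only *Kl* and *Sostdc1* count. With or without *Aqp1*, this meets the bound set, after *Ttr* was seen, for arguing against such tissue (at most 1 in 4). The explanation was kept open, a decision made after this count was seen. The reason was that the list median was higher by 0.49 in WT and 0.29 in *P4htm*-/- cortex, both at the 100.0th percentile. A small share of tissue could also leave genes with their own cortical level below 1.5-fold.

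Between *P4htm*-/- and WT mice, 4 genes other than *P4htm* were past 1.5-fold in the same direction on both sides. Of these, *Ppm1m* and *Spink8*, or 50.0%, lie among the 200 genes on either side of *P4htm* on chromosome 9, whose detected members make up 1.2% of detected genes. For that pair of genes this is consistent with DNA around the targeted gene that came with the mutation, but the strain background was not tested, and *Hspa1a* and *Hspa1b* lie elsewhere. *Spink8* was at -1.08 on the contralateral and -1.02 on the ipsilateral side. *Mapkapk3* of the MAPK list, also among these neighbours, was at -0.59 on the ipsilateral side. Hippocampal and thalamic markers were also lower on both sides, with medians of -0.17 and -0.14. Tissue of another brain region was therefore not separated from flanking DNA for these genes. Sex composition of the pools is argued against, since *Xist* and the mean of the Y-linked genes differed by at most 0.27.

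The MAPK and neuroactive lists stood apart in *P4htm*-/- minus WT ipsilateral cortex, where longer genes had higher differences, with a Spearman correlation of 0.27 with gene length. This correlation was -0.28 in WT and 0.04 in *P4htm*-/- ipsilateral minus contralateral cortex and -0.08 in *P4htm*-/- minus WT contralateral cortex, so the trend goes with the WT ipsilateral array. The percentiles of both lists fell from 99.7 to 96.2 and from 98.6 to 93.4 when random lists were also matched on gene length. The medians of 0.04 and 0.025 stay the same, and the random lists moved toward them, so a trend with gene length may account for part of both. The tight junction list on the contralateral side stayed at 1.0, so the length trend does not account for that list, and no biological explanation of the trend was tested.

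Other differences went in opposite directions, and the difference between the groups was not tested. *Cd1d1* was 0.84 (at least 0.81 with its WT value at background) on the contralateral and -0.64 on the ipsilateral side in *P4htm*-/- minus WT cortex, and *Pmch* was -0.75 and 0.62. The medians of neuron markers were -0.06 and 0.13, and those of striatal markers -0.1 and 0.19. In the ipsilateral minus contralateral comparison *1110017D15Rik* was 0.62 in WT and -0.64 in *P4htm*-/- cortex, and the median of oxidative phosphorylation genes was 0.09 and -0.06.

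Genes and lists that the paper's array results do not name also differed between *P4htm*-/- and WT mice. On the contralateral side *Avp* was at 1.42 and *S100a9* at 1.11, or at least 0.59 with its WT value at background. On the ipsilateral side *Calml4* was at -1.67, *Ecrg4* at -1.16 and *Lif* at -1.06. *Calml4* belongs to the choroid plexus and ependymal list, whose median was -0.15 in the same comparison, at the 1.4th percentile, and *Ttr* was at -0.44. On the contralateral and the ipsilateral side, respectively, the list medians were 0.15 and 0.13 for markers of neutrophils, which the paper counts by staining, -0.12 and -0.18 for oligodendrocyte markers, -0.17 and -0.14 for hippocampal and thalamic markers, and 0.08 and 0.19 for immediate early genes.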

How the results depend on the processing

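Median centring, cyclic loess and leaving out _x_at and _s_at probe sets kept all 10 counts of genes within 1.5 times, although the 30 higher and 21 lower genes of *P4htm*-/- minus WT contralateral cortex became 24 and 24 after cyclic loess, and cyclic loess and unmatched random lists kept all 12 list results on their side of the limits. The ipsilateral minus contralateral differences set pools of the same mice against each other. A test over replicate pairs was not possible, because each condition has 1 array and no replicate number. The Reactome counterpart of the cytokine list lacks the planned TNF set, which the Reactome file did not hold. With a 2-fold rule, which is stricter by construction, the higher and lower genes were 4 and 2 in *P4htm*-/- minus WT contralateral, 0 and 5 in *P4htm*-/- minus WT ipsilateral, 33 and 1 in *P4htm*-/- ipsilateral against the other 3 conditions, 106 and 2 in WT ipsilateral minus contralateral, and 75 and 1 in *P4htm*-/- ipsilateral minus contralateral cortex. With the mean of probe sets, 16 genes were higher in *P4htm*-/- minus WT contralateral cortex, and the lower genes were 6 in *P4htm*-/- ipsilateral against the others, 35 in WT and 11 in *P4htm*-/- ipsilateral minus contralateral cortex. Without a detection filter the higher genes were 53 in *P4htm*-/- minus WT contralateral and 24 in *P4htm*-/- minus WT ipsilateral cortex, and with all compared arrays above background 13 were lower in *P4htm*-/- minus WT contralateral cortex. The causes were not tested beyond the construction of each rule.

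For the lists, with percentiles as values, detected members alone gave 1.2 for cytokines and 1.8 for neuroactive receptors in *P4htm*-/- minus WT contralateral cortex and 98.9 for tight junction in *P4htm*-/- ipsilateral against the others. Main percentiles not given above, both within the limits, were 84.9 for MAPK in *P4htm*-/- minus WT contralateral cortex, where the median was 0.00. The other was 85.1 for tight junction in *P4htm*-/- ipsilateral against the others. The nearest Reactome sets gave 100.0 and 94.7 for MAPK in *P4htm*-/- minus WT contralateral and ipsilateral cortex. They gave 96.7 for MAPK and 98.1 for tight junction in *P4htm*-/- ipsilateral against the others, and 5.8 for tight junction in *P4htm*-/- minus WT contralateral cortex. In *P4htm*-/- minus WT contralateral cortex the mean of probe sets gave 99.1 for MAPK and 27.6 for tight junction, and the mean in place of the median 98.9 for MAPK. In *P4htm*-/- minus WT ipsilateral cortex an enrichment score on the ratio of log2 values gave 97.5 for neuroactive receptors, and random lists matched also on gene length, added after seeing the data, gave 96.2 for MAPK and 93.4 for neuroactive receptors. The sets above the 95th percentile were 55, 226, 47 and 197 in WT contralateral, WT ipsilateral, *P4htm*-/- contralateral and *P4htm*-/- ipsilateral cortex, more than at the 99th by construction. With random lists matched also on gene length, added after seeing the data, those above the 99th were 10 in WT contralateral and 13 in *P4htm*-/- contralateral cortex. The Spearman correlation of the ischemia differences of both genotypes was 0.269, against Pearson's 0.591. Other detected probe sets of the named genes gave 227 values within the SD of the receptor probe sets from the value reported and 116 that moved by more, with *Grm5*, *Vegfa* and *Jam2* among those of opposite sign. Of the values past 1.5-fold 1 changed direction, that of *Gm6556* in *P4htm*-/- ipsilateral minus contralateral cortex, at 0.12. The causes were not tested. Genes near the background of 4.80 have the least certain differences.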

Differences from the paper's values

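The paper counts enriched KEGG gene sets at p < 0.01 from GSEA, whereas the counts here are of 878 Reactome sets above the 99th percentile of random lists, so sets, statistic and threshold all differ. The paper's counts are 11 for WT contralateral, 18 for WT ipsilateral, 25 for *P4htm*-/- ipsilateral and 1 for *P4htm*-/- contralateral cortex, and those found here are 21, 149, 108 and 20. None of the alternatives set before the data were examined brought any of the 4 counts within 1.5 times of the paper's count. The paper analyzed fewer sets, so these gaps hold for counts and not for shares of the sets analyzed. As shares of the 878 sets, the counts here were 2.4%, 17.0%, 12.3% and 2.3% in the same order. Random lists matched also on gene length, chosen after seeing the data, gave 10 for WT contralateral cortex. As a count this is close to the paper's 11, and the other 3 counts stayed apart. The ipsilateral order also differs, since the paper has more sets in *P4htm*-/- than in WT ipsilateral cortex.

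The enrichment score of the neuroactive list for *P4htm*-/- contralateral cortex against the other 3 conditions was 0.136, where the paper's is about 0.088 in Fig. 5C, read by eye. For the tight junction list in WT contralateral cortex it was 0.152, where the paper's is about 0.10 in Fig. 5, read by eye. With ratios of log2 values, set before the data were examined, the scores were 0.134 and 0.153 and the difference from the paper remained. The lists used here are not those of KEGG. For the other 2 pathways the scores of 0.28 for cytokines and 0.179 for MAPK in *P4htm*-/- ipsilateral cortex lay within 1.5 times of about 0.20 and about 0.13 in Fig. 5, read by eye.

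The paper states that the cytokine and neuroactive sets were upregulated in *P4htm*-/- relative to WT contralateral cortex. Here both list medians were 0.00, at the 13.7th and 18.7th percentiles, and with enrichment scores on linear ratios the percentiles were 46.9 and 80.1. Against the other 3 conditions, the neuroactive list had a median of 0.03 in *P4htm*-/- contralateral cortex, at the 99.3rd percentile, and of the 22 measured genes of Fig. 5C, 20 were above WT contralateral cortex. The other pathway directions the paper states, for MAPK and neuroactive receptors in injured and tight junction in noninjured cortex, were found here in the same direction. Fig. 5B as printed shows the tight junction and Fig. 5D the MAPK set, while the legend and text name them the other way round, and the genes were assigned by the panels' own titles.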

Other observations

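The test of hypothalamic genes was chosen after the result was seen. Several genes measured by qRT-PCR in the paper are on the arrays, from pooled RNA and without replicates. The paper's higher EPOR RNA and its CD11b RNA values are from untreated mice, and EPOR did not differ significantly 24 h after MCAO. C1q was measured there as protein in untreated mice, and Iba-1 and GFAP by staining. The arrays give no direct comparison with the untreated mice, the protein or the staining. In *P4htm*-/- minus WT cortex, *Bnip3* was at 0.12 on the contralateral side and at -0.23 on the ipsilateral side, *Vegfa* was at 0.02 and -0.18 (a second, weaker probe set gave 0.04 and 0.17), *Pmaip1* at -0.16 and 0.47, *Slc2a1* at 0.18 and 0.20, *Slc2a3* at 0.02 and 0.23, and *Epor* at -0.10 and 0.00. Genes of C1q did not reach 1.5-fold, with *C1qa* at -0.09 and -0.07, *C1qb* at -0.13 and 0.05 (-0.02 and -0.16 with another probe set), and *C1qc* at 0.01 and 0.01. Of inflammatory markers, *Aif1* was at -0.12 and -0.40, *Gfap* at 0.07 and -0.23 (-0.12 and -0.47 with another probe set), and *Itgam* at -0.25 and 0.19.

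The ischemia differences of both genotypes correlated across 13414 detected genes at a Pearson r of 0.591 and a Spearman correlation of 0.269, and the genotype differences of both sides at 0.134 and 0.113, where genes are not independent replicates. Of the 157 genes higher on the ipsilateral side in both genotypes, 103 had a smaller and 52 a larger difference in *P4htm*-/- cortex, with a median difference of -0.10. A stronger ischemic response or more injured tissue in the *P4htm*-/- pool is argued against as the source of the ipsilateral differences, since the principal-axis slope of *P4htm*-/- on WT was 0.66. The opposite, a weaker response or less injured tissue in the *P4htm*-/- pool, was not tested and stays open. Differences already present on the contralateral side stay open as a source. The correlation of 0.134 lay below the bound of 0.2 set for arguing against them, but this bound decides nothing, since the contralateral differences of detected genes had an SD of 0.15 and those of the receptor probe sets one of 0.18, and scatter of that size holds the correlation low. Past 1.5-fold, 2 genes were higher and 3, with *P4htm*, were lower on both sides, against 0.02 and 0.09 for independent lists. The higher ones were *Hspa1a* and *Hspa1b*. Both sides come from the same mice, so an effect of a pool repeats on both sides and cannot be told apart from genotype by these counts. Intensity-dependent normalization stays open for the contralateral differences. The 10 highest and 10 lowest genes all stayed past 1.5-fold after cyclic loess. Among them, *Hspa1b* went from 1.79 to 1.81, *Cd1d1* from 0.84 to 0.79 and *Spink8* from -1.08 to -1.10. These genes were picked by size and do not decide it for the others. After cyclic loess 94.1% as many genes were past 1.5-fold, but the higher ones fell from 30 to 24, which does not exceed the bound of 80% set before the test, while the lower ones rose from 21 to 24.

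Tissue of another brain region in one of the contralateral samples may add to their differences and cannot be told apart from genotype for these markers. The region list with the largest median, that of hippocampal and thalamic markers, was at -0.17, within the limit of 0.2 set before the test but by less than the spread of random lists. *Avp*, *Oxt* and *Gal* were higher by 1.42, 0.65 and 0.80 in *P4htm*-/- contralateral cortex. Hypothalamic tissue in that sample is a possible explanation that the test did not decide, since the median of other hypothalamic genes was 0.02, at the 70.5th percentile, and *Pmch*, another hypothalamic gene, was at -0.75.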
